# Transcriptomic Analysis of Young and Old Erythrocytes of Fish

**DOI:** 10.3389/fphys.2017.01046

**Published:** 2017-12-12

**Authors:** Miriam Götting, Mikko J. Nikinmaa

**Keywords:** red blood cells, aging, transcriptome, fish, lifespan, RNA-seq

## Abstract

Understanding gene expression changes over the lifespan of cells is of fundamental interest and gives important insights into processes related to maturation and aging. This study was undertaken to understand the global transcriptome changes associated with aging in fish erythrocytes. Fish erythrocytes retain their nuclei throughout their lifetime and they are transcriptionally and translationally active. However, they lose important functions during their lifespan in the circulation. We separated rainbow trout (*Oncorhynchus mykiss*) erythrocytes into young and old fractions using fixed angle-centrifugation and analyzed transcriptome changes using RNA sequencing (RNA-seq) technology and quantitative real-time PCR. We found 930 differentially expressed between young and old erythrocyte fractions; 889 of these showed higher transcript levels in young, while only 34 protein-coding genes had higher transcript levels in old erythrocytes. In particular genes involved in ion binding, signal transduction, membrane transport, and those encoding various enzyme classes are affected in old erythrocytes. The transcripts with higher levels in old erythrocytes were associated with seven different GO terms within biological processes and nine within molecular functions and cellular components, respectively. Our study furthermore found several highly abundant transcripts as well as a number of differentially expressed genes (DEGs) for which the protein products are currently not known revealing the gaps of knowledge in most non-mammalian vertebrates. Our data provide the first insight into changes involved in aging on the transcriptional level and thus opens new perspectives for the study of maturation processes in fish erythrocytes.

## Introduction

As in all vertebrates apart from mammals, the erythrocytes in fish are nucleated (Nikinmaa, 1990). Throughout their lifespan, which is between 80 and 500 days (Avery et al., 1992), they appear to be capable of aerobic metabolism, although the respiratory rate decreases with age (Phillips et al., 2000). They are also capable of transcription and translation throughout their lifespan, although, again, the capability decreases with age. The RNA content was significantly lowered by 90% in old erythrocyte fractions while DNA and protein content were unaffected by age (Lund et al., 2000). Young erythrocytes respond much more readily to external stimulation by, e.g., adrenergic drugs than old erythrocytes (Lecklin et al., 2000), and their proportion, which can make up to 50% of the circulating erythrocyte population, increases as a result of temperature stress (Lewis et al., 2012) and changes seasonally (Härdig and Hoglund, 1984). In fish that have recently suffered anemia, the proportion of young RBCs is larger compared to unstressed fish (Lane, 1979).

Associated with the decreased capability to respond to external stimulation, several properties of the erythrocytes are different in young and old erythrocytes. For example, the shape changes from circular to elliptical during maturation (Tavares-Dias, 2006), the membrane of young erythrocytes is more fluid (Lecklin et al., 2000), and old erythrocytes have fewer organelles such as mitochondria (Moyes et al., 2002) and free ribosomes (Phillips et al., 2000).

However, despite these differences in the function and properties of young and old erythrocytes, and although there is a clear difference between the transcriptome of control (11°C) and heat-shocked (1 h at 25°C) erythrocytes (Lewis et al., 2010), quantitative changes in transcription between young and old fish erythrocytes have not been studied earlier. Here we have collected blood from rainbow trout in spring (May) when the proportion of young erythrocytes in the circulation increases with rising ambient water temperature (Härdig and Hoglund, 1984; Alvarez et al., 1994; Houston et al., 1996; Lecklin et al., 2000). We have divided the erythrocytes in young and old cohorts on the basis of the old erythrocytes having higher density than young ones (Lane et al., 1982; Tiano et al., 2000). Since old erythrocytes have higher mean cellular hemoglobin concentration (MCHC) than young ones (Lane et al., 1982), the success of age separation was checked by evaluating MCHC. Thereafter RNA sequencing was carried out and differences in transcriptomes in the young and old cohort evaluated.

## Materials and methods

### Animals and blood sampling procedure

Rainbow trout (*Oncorhynchus mykiss, N* = 5, weight 548.0 ± 70.1 g) were obtained from a commercial hatchery (Finnish Institute for Fisheries and Environment, Parainen, Finland) in May 2016. All procedures were approved by the Finnish Animal Experiment Board (ESAVI/3705/04.10.07/2015). Since the water in the fish tanks of the hatchery is pumped from a nearby bay of the Finnish Archipelago, the water temperature in the tanks follows natural rhythms and is on the rise at this time of the year (K. Malmberg, personal communication). At the date of sampling the water temperature was 14°C.

Fish were netted from the tanks, quickly killed by a blow on the head and blood was sampled by caudal puncture into heparinized syringes, transferred into sterile falcon tubes, and stored on ice. Blood samples were washed three times by repeated re-suspension in rainbow trout saline (128 mM NaCl, 3 mM KCl, 1.5 mM CaCl_2_, 1.5 mM MgCl_2_, 20 mM Tris-HCl, pH 7.6 (Nikinmaa and Jensen, 1992) and centrifugation at 800 × g and 10°C for 3 min to remove buffy coat and white blood cells and stored on ice. The erythrocytes were re-suspended in fresh saline at a hematocrit (Hct) of 18–20% and then stored well-aerated over night at 14°C in cell culture flasks (75 cm^2^) with open caps to allow equilibration. Fish were weighed and their length was measured.

### Erythrocyte age class separation by density centrifugation

Density centrifugation of erythrocyte samples followed essentially the procedure described previously (Murphy, 1973; Speckner et al., 1989; Koldkjaer et al., 2004) with minor modifications. A subsample (referred to as “original blood sample”) was taken and immediately frozen at −80°C. The rest of the erythrocyte sample was once more washed in saline and then adjusted to a hematocrit of ~80% and transferred into polypropylene tubes (length 47 mm, diameter 4 mm, volume 0.5 ml). Tubes were centrifuged in a fixed-angle rotor (45°) at 16,000 × g and 10°C for 30 min. The tubes were cut into three equally sized parts: the top part, containing the youngest and least dense erythrocyte class fraction, the middle part which was discarded, and the lower part, containing the oldest and most dense erythrocytes. Erythrocyte fractions (50 μl) were transferred into new tubes, diluted with 100 μl rainbow trout saline and frozen at −80°C.

The success of age separation was evaluated by determining the mean cellular hemoglobin concentration (MCHC) of both fractions using conventional methods (centrifugation for haematocrit and cyanmethaemoglobin method for hemoglobin concentration; Speckner et al., 1989; Lund et al., 2000). The MCHC of the putatively old erythrocytes was significantly higher than that of the putatively young erythrocytes (*p* = 0.015) indicating that the age separation was successful.

### RNA-Seq of young and old erythrocyte fractions

Erythrocyte samples of different age were then homogenized in TissueLyser (Qiagen, Austin, USA) with two stainless steel beads for 2 × 60 s at 30 Hz and RNA was isolated using NucleoZol (Macherey-Nagel) according to the manufacturer's instructions. RNA was quantified using a NanoDrop 2000 (Thermo Scientific, Bonn, Germany) and quality was checked with a Fragment Analyzer^TM^. Only samples with OD_260/280_ and OD_260/230_ > 1.8 and RIN values higher than 8.7 (range 8.7–9.8) were used in the analyses.

Sequencing libraries were prepared using the Illumina TruSeq Stranded mRNA Sample Preparation Kit and sequenced in two lanes on a HiSeq 3000 instrument at the Finnish Functional Genomics Centre (Turku, Finland) and single-end sequencing chemistry with 50 bp read length.

### Bioinformatic analysis

Base calling on the reads was done using the Bcl2fastq2 software (version 1.8.4). The quality control of raw sequencing reads was performed with FastQC (www.bioinformatics.babraham.ac.uk/projects/fastqc/), and adapters and low quality bases were trimmed by Trimmomatic (Bolger et al., 2014). The read alignment was performed against the reference genome using TopHat v2.1.0 (Kim et al., 2013). We used the Atlantic Salmon genome [ICSASG v2 genome; provided by the International Cooperation to Sequence the Atlantic SalmonGenome (ICSASG; Lien et al., 2016)] as a reference genome because of the status of the higher coverage of the assembly compared to that of the rainbow trout. The number of uniquely aligned reads was between 2.6 and 6.8 M per sample.

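Spearman correlations between libraries were computed across genes, over the 32283 genes with a count in at least 1 library. Genes within a library are not independent replicates, so the correlations carry no p-value. The mean over the 10 pairs of young libraries was 0.9246 ± 0.0052 (SD over pairs), with a range of 0.9156 to 0.9319. Old libraries had a mean of 0.9411 ± 0.0046 (SD, 10 pairs), from 0.9348 to 0.9485, so every pair of old libraries had a higher correlation than every pair of young libraries. Over all 45 pairs, the values lay between 0.9048 and 0.9509. The value that moved most was the young mean under lanes taken as separate samples, which gave 0.9118 for young and 0.9321 for old. With all 51226 annotated genes included, which adds the genes without any count, the means were 0.915 for young and 0.9303 for old.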

The sample correlation values (Spearman's metrics) were between 0.895 and 0.932 (mean 0.910 for young age class, 0.927 for old age class) for all samples.

The gene-wise read counts were normalized using the TMM normalization method of the edgeR R/Bioconductor package before further statistical testing using the Limma R/Bioconductor package. Differentially expressed genes (DEGs) were selected based on a fold change >2 and an FDR (false-discovery-rate) <0.01. Sample pairing (young and old erythrocyte age classes of one individual) was taken into account when building the linear model for statistical testing.

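The pairing of young and old fractions by fish was taken from the labels and the methods, and was checked in the counts. Deviations of each library from the mean of its age class (log2 CPM, the counts scaled by TMM-normalized library size, over the 15175 tested genes) correlated with a mean of 0.621 between the young and old fraction of the same fish (5 pairs, 0.489 to 0.757). Between fractions of different fish the mean was -0.155 (20 pairs, -0.358 to 0.072), and no such pair reached the lowest same-fish value. Deviations from a class mean cancel out over the fish, so positive same-fish values push this mean to a negative sign. That sign is no evidence of opposite patterns in different fish. With fish as a replicate block, the biological coefficient of variation estimated by edgeR was 0.1316, against 0.3068 without the block. At an adjusted p below 0.01 and an absolute log2 fold change above 1, the fit with the block gave 210 DEGs and the fit with no replicate block gave 1. The authors likewise entered the pairs in their linear model.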

The association between reads and known genes and the number of reads associated with each gene was assessed using the subreads package v1.5.1 (Liao et al., 2014). Differential expression between age classes was analyzed using MA-plots as implemented in DEGseq R package (Wang et al., 2010).

The BLAST2GO software (Götz et al., 2008) was used to predict Gene Ontology (GO) terms for all statistically significant DE genes (FDR < 0.01) and the most abundant genes. Gos are organized hierarchically in terms of biological processes, cellular components and molecular functions. All pseudogenes (labeled with NA) and all tRNAs were removed from the list of DEGs, and the remaining list was subsequently searched against the non-redundant NCBI protein database (NR database) using the BLASTx algorithm (Altschul et al., 1990) with an *E*-value threshold of 10^−5^, and a maximum of 20 “hit” sequences per query was retained. GO annotations were simplified to a smaller set of high-level GO terms using GO slims as implemented in BLAST2GO.

### Differential expression of selected genes using quantitative real-time PCR (qPCR)

qPCR was used to analyze the expression of selected genes on preparations of young and old erythrocytes relative to the original erythrocyte sample (taken before the fractionation procedure) of five individuals. We selected eight genes which on the basis of earlier research have important functions in fish erythrocytes and designed specific primers (Table S1) using the Primer3 software (Koressaar and Remm, 2007; Untergasser et al., 2012) and checked for secondary structures using Beacon Designer Software™ and UNAFold tool (https://eu.idtdna.com/UNAFold). qPCR primers were blasted against the rainbow trout database (NCBI) to ensure specificity.

RNA for qPCR was digested using DNase I (Promega) and 500 ng were reverse transcribed using the RevertAid First Strand Synthesis Kit (Thermo Scientific, Bonn, Germany) using random hexamer primers according to the manufacturer's instructions. cDNA products were amplified in triplicates using the KAPA SYBR® Fast qPCR kit (KapaBiosystems) on a QuantStudio 12K Flex Real-Time PCR System (Thermo Fisher Scientific). Each 10 μL reaction mixture contained 2 μl cDNA template (1:10 or 1:20 dilution) and 0.5 μM of each primer. A two-step cycling protocol was applied: 10 min at 95°C followed by 40 cycles of 15 s at 95°C and 30 s at 60°C and 30 s at 72°C. In a final step, specificity of primers and amplification was evaluated using dissociation curves with a temperature range from 60 to 95°C. All primer pairs generated a single peak in the dissociation curve and PCR efficiency estimated for each primer pair was within the range of 92–105%. Each qPCR plate contained non-template controls to detect potential contamination in reaction mixes. Data were analyzed with the QuantStudio software. Reaction efficiency for each gene was calculated using a standard curve generated from a 1:2 serial dilution of the pooled samples. Standard curve reactions were performed in duplicate. Calculations of relative expression levels with the 2^−ΔΔCT^ method (Livak and Schmittgen, 2001) were done in Microsoft Office Excel and the expression of target genes was normalized against β*-actin* (*act*) expression levels. Stability of β*-actin* expression between young, old and original blood sample was assessed using a one-way repeated measures ANOVA (*p* = 0.106) in Real Statistics Resource Pack software (Release 4.3; www.realstatistics.com; Copyright 2013–2015; Zaiontz, 2015). Data are shown relative to the respective mixed blood samples and log2 transformed. All data are expressed as means ± *SD*. Significant differences were assessed first between raw Ct-values of the young, old and originalsamples, and second between the raw Ct-values of the young and old erythrocyte samples using a one-way repeated measures ANOVA after equal variances (Brown–Forsythe) and normality (Shapiro–Wilk test) of data were tested using the Real Statistics Resource Pack software (Release 4.3; www.realstatistics.com; Copyright 2013–2015) in Excel 2010 (Zaiontz, 2015). In cases where tests for equal variances and normality failed we used a non-parametric test (Friedman's test). *Post-hoc* analyses were done with the Holm-Sidak test. Significance was accepted at the *P* < 0.05 level.

## Results

### Sequencing statistics

In this study, an average number of 12,197,337 reads (mean young erythrocytes: 11,692,319; mean old erythrocytes 12,702,356) were generated. 

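The data behind the RNA-seq results were 10 libraries, the young and the old erythrocyte fraction of each of 5 rainbow trout (numbered 2 to 6). Young erythrocytes were the least dense top part of the centrifuged cells and old erythrocytes the most dense, and each library was sequenced in 2 lanes. The authors trimmed the single-end reads, aligned them to the Atlantic salmon genome (ICSASG v2) with TopHat and counted them on the exons of each annotated gene with featureCounts (version 1.5.1), using the strand of the library. They deposited 1 table of raw counts per lane, without normalization or a filter on genes. Reads that aligned to several places or overlapped several genes were not counted, so reads shared by near-identical hemoglobin genes are missing and the counts of such genes are uncertain. The 2 lanes of a library differed slightly more than sampling noise (chi-square per degree of freedom 1.127 to 1.242, median 1.15), against 9.32 to 36.834 between old libraries of different fish, and their counts were added. Counts on genes per library were 3470192, 2530950, 6047315, 3223654 and 2366579 in the young fractions of fish 2 to 6 (median 3223654) and 3013964, 4971237, 3721197, 4452625 and 5558439 in the old fractions (median 4452625). The smallest share these depths can show, 3 counts, is between 4.96e-05% and 0.000127% of a library. Differential expression was tested with edgeR's quasi-likelihood test after TMM normalization, with fish as a replicate block, on the 15175 genes that filterByExpr kept. A gene was called a DEG at a Benjamini-Hochberg adjusted p below 0.01 and an absolute log2 fold change above 1. Log2 fold changes are old over young, so negative values mean lower levels in old erythrocytes. The block, the filter and the thresholds are the choices that changed the total number of DEGs most. The number higher in old erythrocytes also depended on normalization and test. It was 14 in this fit, 82 with library totals in place of TMM factors and 185 in an MA-plot test on pooled counts.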

From the 8,273,888 mapped reads (mean young erythrocytes: 8,192,383; mean old erythrocytes 8,355,393), 54% (young erythrocytes: 49%; mean old erythrocytes 59%) could be uniquely mapped to the reference genome. 

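Reads counted on annotated genes, the values used here, averaged 3935615.2 per library over all 10 libraries, 3527738 ± 1482052.9 (SD, n = 5) in young and 4343492.4 ± 1004610.1 (SD, n = 5) in old erythrocytes. The paper's averages of 4469945, 3956287 and 4983602 count uniquely mapped reads, which is another quantity. The log2 ratio of old to young counts within a fish was 0.354 ± 0.805 (SD, n = 5 fish), positive in 3 of 5 fish, and could not be told from 0 (exact sign-flip permutation test, p = 0.375). Each table lists 51226 annotated genes. Of these, 32283 (63%) had at least 1 count in at least 1 library. A limit of 10 counts over all libraries left 23317 genes, and filterByExpr kept 15175. Genes with a count numbered 29944 over the young libraries and 29461 over the old libraries. When every library was thinned at random to 2366579 counts, 22768 ± 456.3 (SD, n = 5) genes had a count in young and 22521.6 ± 286.2 (SD, n = 5) in old libraries, higher in young in 3 of 5 fish and within the spread between fish (exact sign-flip permutation test, p = 0.25).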

Only uniquely mapped reads (average 4,469,945; mean young erythrocytes 3,956,287; mean old erythrocytes 4,983,602) were used for the downstream analysis, resulting in 51,226 unigenes.

### Most abundant genes in erythrocytes

The 15 most abundant genes (those among the top 10 abundant genes in any sample) account for 9.81–29.35% of all reads (mean young erythrocytes = 23.01 ± 5.76%; mean old erythrocytes = 12.39 ± 1.58%; Table 1). 

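In the deposited counts, 15 genes were among the 10 most abundant in any library. Each was tied to a row of Table 1 by the mean, SD, minimum and maximum of its share, which deviated from the printed values by at most 0.00523 percentage points, while the next best gene deviated by at least 0.0461. Their counts made up between 9.81% and 29.35% of the counts on genes in a library, with a mean of 23.01 ± 5.76% (SD, n = 5 fish) in young and 12.39 ± 1.58% (SD, n = 5) in old erythrocytes. The share was higher in the young fraction in 5 of 5 fish, by 10.62 ± 6.46 percentage points (SD). The exact sign-flip permutation test gave p = 0.06, the smallest p that 5 pairs allow. Ignoring the pairs, an exact permutation test over the 252 arrangements of 5 against 5 libraries gave p = 0.007937. Fish 3 had the largest fall, from 25.68% (95% Wilson confidence interval 25.63 to 25.73) to 9.81% (9.78 to 9.84). In fish 2 the shares were nearly equal, 13.9% (13.87 to 13.94) in the young and 13.8% (13.76 to 13.84) in the old fraction. The intervals cover counting error within a library only. The mean difference moved most when fish 2 was left out, to 13.248 percentage points. The most abundant single feature was the uncharacterized LOC106601081 (XR_001327939.1, NC_027302.1 from 63653656 to 63673010, minus strand), with 4.668 ± 1.432% (SD, n = 5) in young and 1.961 ± 0.2247% (SD, n = 5) in old erythrocytes.

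**Figure D1:**
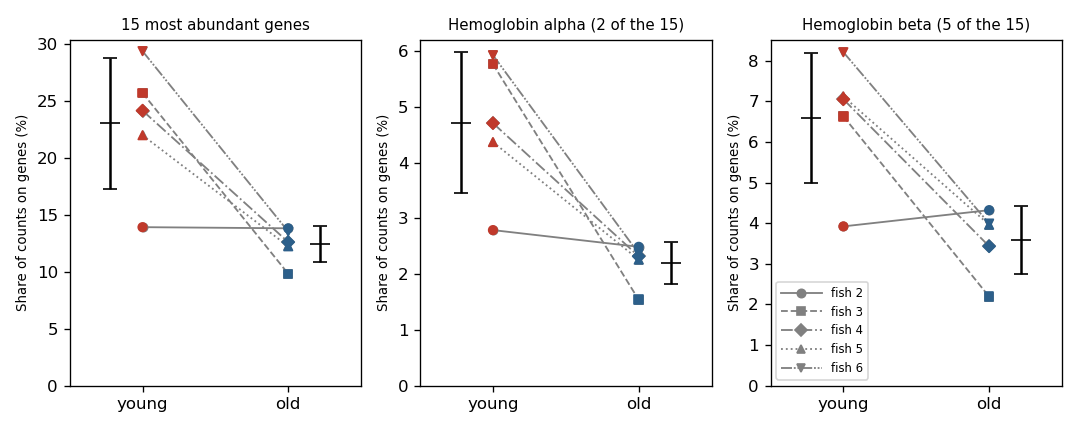
Share of the counts on genes (percent, vertical axes) in young and old erythrocytes for the 15 most abundant genes, the 2 hemoglobin alpha genes and the 5 hemoglobin beta genes among them. Each line joins the fractions of a fish, and bars show mean and SD (n = 5). The 15 genes fall from a mean of 23.01% to 12.39%, while the line of fish 2 stays level.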

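Of the 15 most abundant genes, 2 encode hemoglobin alpha and 5 hemoglobin beta subunits. The alpha genes were XM_014204292.1 (NC_027305.1 from 34553872 to 34554831, plus strand) and XM_014192983.1 (NC_027302.1 from 63666263 to 63667198, minus strand). Together they took 3.45 ± 1.59% (SD, 10 libraries) of the counts on genes, with 4.71 ± 1.27% (SD, n = 5) in young and 2.2 ± 0.38% (SD, n = 5) in old erythrocytes. The alpha share was higher in young erythrocytes in 5 of 5 fish, by 2.52 ± 1.52 percentage points (exact sign-flip permutation test, p = 0.06, the smallest possible with 5 pairs). The 5 beta genes took 5.08 ± 1.99% (SD, 10 libraries), with 6.59 ± 1.6% (SD, n = 5) in young and 3.58 ± 0.84% (SD, n = 5) in old erythrocytes. Their share was higher in young erythrocytes in 4 of 5 fish (exact sign-flip permutation test, p = 0.125) and slightly lower in fish 2. XM_014186643.1 had the largest mean share of the beta genes, 1.834%, and NM_001279018.1 the smallest, 0.3321%. With all features named as hemoglobin subunits, the differences rose to 2.712 percentage points for alpha and 3.137 for beta. Without fish 2 the beta difference was 3.859 percentage points.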

Naturally, various hemoglobin subunit transcripts are among them; *hb*α transcripts accounted for 3.46% and *hbß* for 4.56% of all reads. 

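LOC106601081 (XR_001327939.1, transcript variant X4, NC_027302.1 from 63653656 to 63673010, minus strand, 5 exons) had 65617 to 322484 counts per library and a mean share of 3.314% of the counts on genes. The feature with the values of the Table 1 pseudogene lies on the same sequence from 63694616 to 63695490, plus strand, and had 34019 to 205313 counts per library. Its share was 2.757 ± 0.9277% (SD, n = 5) in young and 1.153 ± 0.2325% (SD, n = 5) in old erythrocytes. Levels in old erythrocytes were lower in 5 of 5 fish for both features. The log2 fold change was -1.464 (standard error 0.277, adjusted p = 0.00311 from edgeR's quasi-likelihood test) for LOC106601081 and -1.467 (standard error 0.258, adjusted p = 0.00184 from the same test) for the pseudogene. Both passed the DEG thresholds in only 1 of the 5 fits that each left out a fish. In the DESeq2 Wald test LOC106601081 did not pass (adjusted p = 0.139).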

The products of two abundant transcripts in the list are currently not known.

**Table 1:** Read percentages for the 15 most abundant genes in the erythrocyte samples.

**Genbank ID**	**Gene product**	**Mean**	***SD***	**Min**	**Max**
XR_001327939.1	Uncharacterized LOC106601081, transcript variant X4	3.31	1.72	1.66	5.94
XM_014204292.1	Hemoglobin subunit alpha-like	2.39	1.22	1.00	4.44
XM_014186643.1	Hemoglobin subunit beta-like	1.83	0.82	0.55	3.33
NM_001140225.1	EBV-induced G-protein coupled receptor 2	1.67	0.78	0.51	3.29
NA	NA (pseudogene)	1.95	1.06	0.95	3.67
XM_014146046.1	N-terminal EF-hand calcium-binding protein 1-like	1.18	0.17	0.96	1.50
XM_014204291.1	Hemoglobin subunit beta-like	1.54	0.59	0.85	2.75
XM_014192983.1	Hemoglobin subunit alpha-like	1.07	0.39	0.54	1.62
XM_014203987.1	Hemoglobin subunit beta-1-like	0.86	0.48	0.29	1.66
XM_014201444.1	TBC1 domain family member 15-like	0.31	0.10	0.16	0.45
XM_014204289.1	Hemoglobin subunit beta-1-like	0.51	0.28	0.19	0.99
XM_014168090.1	Stathmin-3-like	0.19	0.23	0.04	0.79
XM_014212639.1	Serine protease 27-like	0.20	0.16	0.07	0.58
NM_001279018.1	Hemoglobin subunit beta-1	0.33	0.17	0.18	0.76
XM_014152620.1	Ribosomal RNA small subunit methyltransferase NEP1-like, transcript variant X1	0.34	0.11	0.18	0.50

For 13 gene IDs GO terms were found by blast search against the NR database. Seven transcripts were associated with the various GO terms related to hemoglobin function (GO:0005833 hemoglobin complex; GO:0005344 oxygen transporter activity; GO:0005506 iron ion binding; GO:0020037 heme binding; GO:0015671 oxygen transport; GO:0019825 oxygen binding). The EBV-induced G-protein coupled receptor 2 (NM_001140225) was assigned to GO terms GO:0016021 (integral component of membrane), GO:0007186 (G-protein coupled receptor signaling pathway), and GO:0002250 (adaptive immune response). The N-terminal EF-hand calcium-binding protein (XM_014146046) was only associated with GO term GO:0005509 (calcium ion binding), while for the transcript of the TBC1 domain family member 15 (XM_014201444) the GO terms GO:0090630 (activation of GTPase activity), GO:0006886 (intracellular protein transport), and GO:0031338 (regulation of vesicle fusion). Stathmin-3 (XM_014168090) was associated with neuron projection development (GO:0031175), cytoplasmic microtubule organization (GO:0031122), regulation of microtubule polymerization or depolymerization (GO:0031110), regulation of GTPase activity (GO:0043087), negative regulation of Rac protein signal transduction (GO:0035021), and microtubule depolymerization (GO:0007019). Serine protease 27 (XM_014212639) is assigned to proteolysis (GO:0006508), and ribosomal RNA small subunit methyltransferase NEP1 (XM_014152620) with methylation (GO:0032259).

### Aging results in lower transcript levels

The DEGs between young and old RBCs were identified by selecting a threshold of > two-fold change in expression level (FDR < 0.01). There was a large shift in transcript abundance between young and old erythrocyte samples (Figure 1). 

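In a principal component analysis of log2 CPM of the 15175 tested genes, the first component held 24.9% of the variance and separated both fractions of fish 3 (55.41 young, 53.69 old) from the other fish, whose scores lay between -31.17 and 6.73. The second component held 21.9%, and each young fraction scored higher on it than the old fraction of its fish. Its scores were 55.33 in the young and -0.34 in the old fraction of fish 6, 25.78 and -18.3 in fish 3, 27.92 and -1.27 in fish 5, 3.87 and -21.7 in fish 4, and -33.23 and -38.06 in fish 2. On this component the difference between ages therefore lay within each fish and was smallest in fish 2. Over all tested genes fish 2 did not stand out, with a Euclidean distance between its fractions of 54.86, against 55.12 in fish 4 and 57.21 in fish 5. Euclidean distances between the fractions of a fish averaged 64.84 ± 12.55 (SD, n = 5 fish), against 95.12 ± 9.42 (SD, 20 pairs) between young and old fractions of different fish. Without a fold change cut, 1524 genes had an adjusted p below 0.05 in edgeR's quasi-likelihood test, of which 1016 were lower and 508 higher in old erythrocytes. From the heat map of its DEGs, the paper reads a large shift in transcript abundance between the age classes.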

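Of the 15175 genes tested with edgeR's quasi-likelihood test and fish as a block, 210 were DEGs at an adjusted p below 0.01 and an absolute log2 fold change above 1. Transcript levels were higher in young erythrocytes for 196 of them (93.3%) and higher in old erythrocytes for 14. The change had the same direction in all 5 fish for 182 of the 210 DEGs. DEGs lower in old erythrocytes had a median log2 fold change of -1.4 and those higher in old a median of 1.128, and the median of all tested genes was 0.011. The filter on low counts changed the number most among the fits with the block and the same thresholds. Without it, 527 genes passed (494 higher in young, 33 in old), and with at least 10 counts required in every library 126 passed. Standard errors of abundant genes were also smaller without the filter, for example 0.103 against 0.277 for LOC106601081. DESeq2 gave 178 and limma-voom 213 after the same filter. The MA-plot test on pooled counts, which has no term for the variation between fish and divides by library totals, gave 330 with 145 higher in young and 185 in old. Leaving out each fish in turn gave from 105 to 346 DEGs. A limma-voom fit on all 51226 genes, chosen after comparing several fits with the log2 fold changes of Table S2, gave 942 DEGs (904 higher in young, 38 in old).

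**Figure D2:**
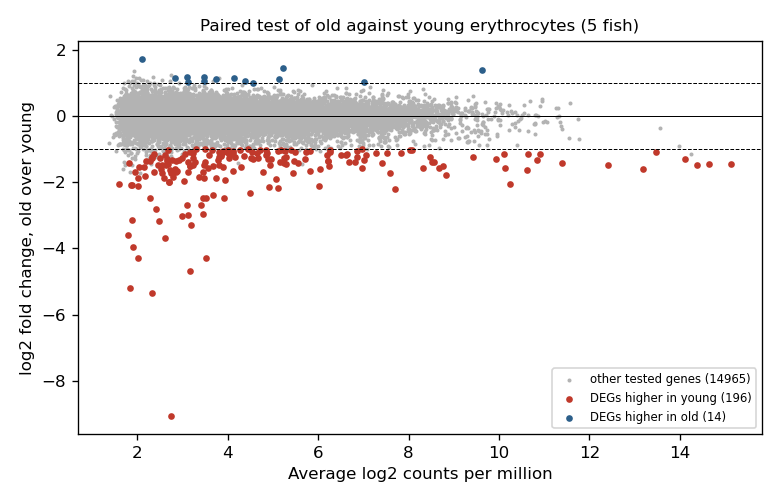
Log2 fold change of old over young erythrocytes against average log2 CPM for the 15175 tested genes. Each point is a gene, red for the 196 DEGs higher in young, blue for the 14 higher in old and grey for the rest, with dashed lines at the fold change thresholds. Negative changes reach -9.068 and positive changes among DEGs stop at 1.721.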

The total number of DEGs was 930; 889 (95.6%) of which show higher transcript levels in young erythrocytes (Figure 1; Table S2), while only 41 (4.4%) have higher transcript levels in old erythrocytes (Figure 1; Table 2). 

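The highest log2 fold change among the 14 DEGs with higher levels in old erythrocytes was 1.721 (standard error 0.335, adjusted p = 0.00372 from edgeR's quasi-likelihood test), for a huntingtin-interacting protein 1-related protein-like gene (XM_014127483.1, NC_027300.1 from 114922490 to 114945298). It rests on few counts, 28 in all young and 124 in all old libraries, and the gene remained a DEG in 1 of the 4 fits without a fish in which it was tested. The next was the protein RD3-like gene XM_014210752.1, with 19.13 ± 10.01 CPM (SD, n = 5) in young and 51.37 ± 10.58 (SD, n = 5) in old erythrocytes and a log2 fold change of 1.442 (standard error 0.166, adjusted p = 7.23e-05 from the same test). The retinal degeneration 3-like gene XM_014189649.1 rose from 429.4 ± 132.6 to 1137 ± 199.4 CPM (SD, n = 5 each), a log2 fold change of 1.4 (standard error 0.131, adjusted p = 9.88e-06 from the same test). Both remained DEGs with each fish left out. An autophagy-related protein 9A-like gene (XM_014191191.1) had 1.168 and an RNF6-like gene (XM_014181495.1) 1.164. With each fish left out, the former remained a DEG in 1 of 5 fits and the latter in 3 of 5. All 5 genes were higher in the old fraction of every fish. In the fit without a filter, XM_014127483.1 had 1.743.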

Positive log_2_-fold changes of transcripts in old erythrocytes did not exceed 2.05 (Table 2). The three genes with the highest log_2_-fold changes were the transmembrane protein 215 (XM_014194795), the cancer susceptibility candidate 1, transcript variant X2 (XM_014153053), and the corin, serine peptidase (XM_014206310). 

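Counts of these 3 genes were near the smallest the depth can show. Transmembrane protein 215 (XM_014194795.1, NC_027303.1 from 6124887 to 6127019, minus strand) had 0 counts in all 5 young libraries and 15 counts over the old libraries, with 2, 4, 5, 1 and 3 in fish 2 to 6. Cancer susceptibility candidate 1 (XM_014153053.1, NC_027316.1 from 39489856 to 39491398, minus strand) had 0 counts in young and 14 in old libraries. Corin, serine peptidase (XM_014206310.1, NC_027306.1 from 248819 to 253975, minus strand) also had 0 in young and 14 in old libraries. Each gene had at least 1 count in the old fraction of 5 of 5 fish and none in any young fraction. Some of these counts lie below the 3 counts taken as the smallest detectable number. None reached the count needed for the main test. In the edgeR fit without a filter, the adjusted p was 0.0852 for transmembrane protein 215, 0.112 for cancer susceptibility candidate 1 and 0.101 for corin, so none passed the threshold there. The limma-voom fit without a filter, chosen after seeing the data, gave them log2 fold changes of 2.048, 1.927 and 1.92. The adjusted p-values of that fit were 0.00254, 0.00594 and 0.0064, so all 3 passed the thresholds there.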

Negative log_2_-fold changes of five genes with unknown products were up to −6.5 in old erythrocytes (Table S2).

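Among the 5 genes with the lowest values in Table S2, the lowest is the uncharacterized LOC106568676 (XR_001320373.1, NC_027313.1 from 5372143 to 5375220, plus strand). It had 10, 36, 114, 9 and 62 counts in the young fractions of fish 2 to 6 and 0 in every old fraction, where the smallest share that can be shown lies between 5.4e-05% and 9.95e-05%. Its log2 fold change was -9.068 (standard error 0.547, adjusted p = 2.78e-06 from edgeR's quasi-likelihood test), a value that depends on how 0 counts are treated, since limma-voom without a filter gave -6.489. The filter left out the other 4. LOC106571915 (XM_014145483.1) had 199 counts in young and 0 in old libraries, with none in the young fraction of fish 5. LOC106597339 (XM_014188541.1) had 172 counts in young and 1 in old libraries, and LOC106603361 (XR_001328407.1) had 223 and 2. The remaining one carries no name in Table S2, lies on NC_027324.1 from 39457692 to 39556264, and had 174 counts in young and 1 in old libraries. In the fit without a filter their log2 fold changes lay between -8.643 and -7.012.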

**Figure 1:**
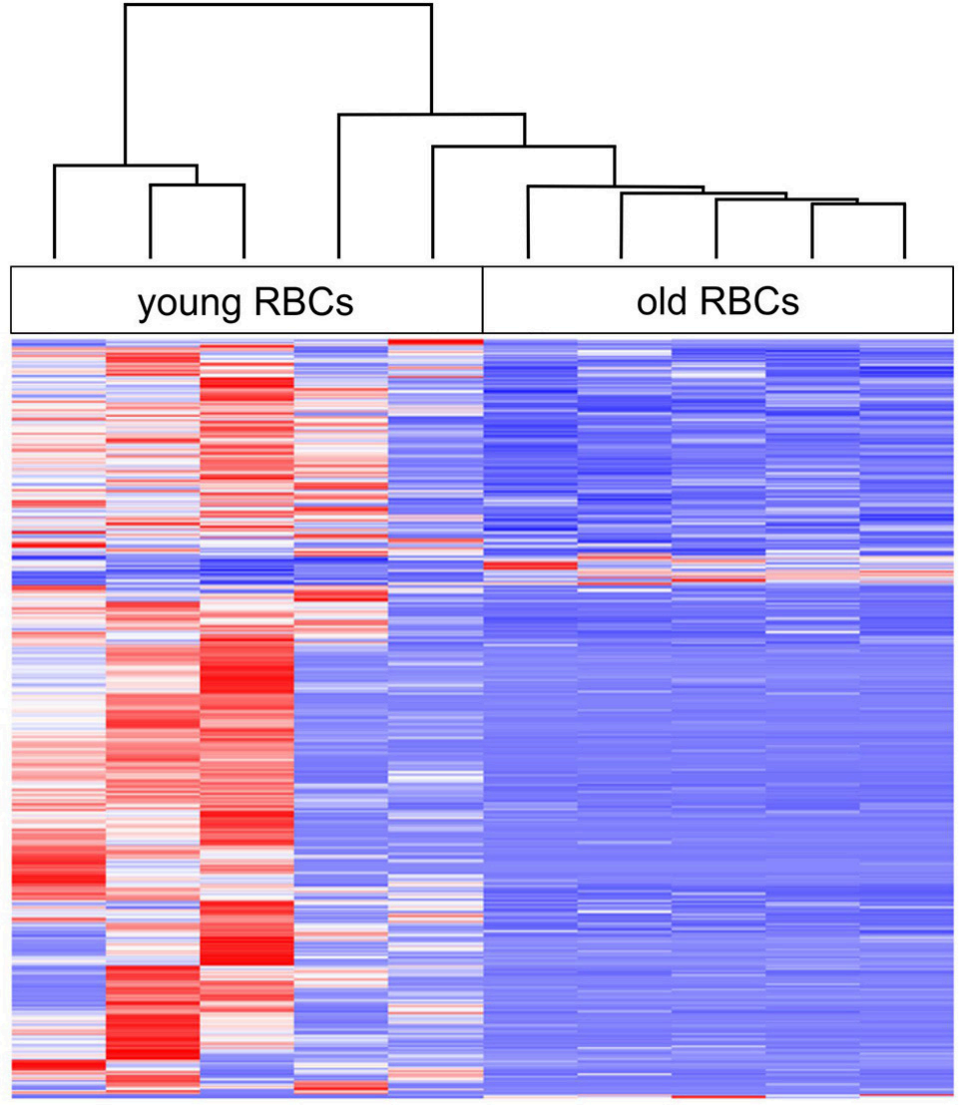
Heat map of age-related changes in gene expression of erythrocytes (RBCs) with hierarchical clustering (complete linkage method with Euclidean distance measure) of all biological replicates. Red indicates highest expression and blue indicates lowest expression.

**Table 2:** List of genes with significantly higher transcript levels in old vs. young erythrocyte fractions.

**Genbank ID**	**Gene product**	**Log2 fold change**	***p*-value FDR adjusted**	**Mean RPKM young fractions**	**Mean RPKM old fractions**
XM_014133936.1	Adaptor protein, phosphotyrosine interaction, PH domain and leucine zipper containing 1, transcript variant X1	1.816	2.52E-08	0.399	1.462
XM_014189649.1	Retinal degeneration 3-like, transcript variant X1	1.418	1.79E-101	81.412	215.543
XM_014210752.1	Protein RD3-like	1.439	1.20E-22	4.092	10.991
XM_014127483.1	Huntingtin-interacting protein 1-related protein-like	1.66	4.04E-08	0.347	1.065
NA	tRNA-Thr	2.061	4.11E-05	0.055	0.982
NM_001141783.1	60S ribosomal protein L4-A	1.52	2.69E-06	0.397	1.068
XM_014194795.1	Transmembrane protein 215	2.048	1.37E-04	0	0.377
XM_014141736.1	Uncharacterized LOC106569954	1.912	1.22E-04	0.066	0.265
XM_014171620.1	Uncharacterized LOC106585433, transcript variant X2	1.896	1.22E-04	0.122	0.549
XM_014153053.1	Cancer susceptibility candidate 1, transcript variant X2	1.927	2.47E-04	0	0.556
NA	tRNA-Thr	1.357	2.91E-06	0.71	1.906
XM_014167525.1	Gap junction delta-2 protein-like	1.32	4.64E-07	4.176	12.823
XM_014206310.1	Corin, serine peptidase	1.92	3.49E-04	0	1.307
XR_001320426.1	Uncharacterized LOC106568984	1.16	1.15E-17	3.978	9.113
XM_014135536.1	SUZ domain-containing protein 1-like	1.651	1.93E-04	0.421	1.377
XM_014200511.1	Protein argonaute-3-like, transcript variant X1	1.165	3.42E-11	1.805	4.151
XM_014181495.1	E3 ubiquitin-protein ligase RNF6-like, transcript variant X2	1.183	1.23E-09	1.051	2.421
XM_014173518.1	Frizzled-5-like	1.502	1.73E-04	0.244	0.716
NM_001195818.1	Sterol regulatory element binding transcription factor 1	1.038	1.49E-23	14.103	28.79
XM_014199009.1	Protein RD3-like	1.476	2.27E-04	0.2	0.55
XM_014191191.1	Autophagy-related protein 9A-like, transcript variant X1	1.148	6.44E-08	2.63	5.709
XM_014212078.1	Transcription factor COE3-like, transcript variant X2	1.173	7.30E-07	1.187	2.613
XM_014212670.1	Alpha-N-acetylgalactosaminide alpha-2,6-sialyltransferase 2-like, transcript variant X1	1.365	1.88E-04	0.122	0.337
XM_014208326.1	Fructose-2,6-bisphosphatase TIGAR B-like	1.146	1.16E-06	1.731	3.853
XM_014194237.1	Mitochondrial import inner membrane translocase subunit tim16-like, transcript variant X2	1.028	6.54E-11	7.329	15.124
XM_014153345.1	G1/S-specific cyclin-D2-like	1.003	1.87E-15	29.248	66.339
XM_014197815.1	Kinesin-like protein KIF3B	1.315	3.18E-04	0.554	1.399
XM_014125557.1	Laminin subunit beta-4-like, transcript variant X2	1.041	2.90E-07	2.665	6.388
XM_014135839.1	Transmembrane protein 9-like, transcript variant X2	1.045	4.37E-07	1.397	2.819
NA	NA	1.265	2.25E-04	0.822	2.033
XR_001322670.1	Uncharacterized LOC106579519	1.236	3.66E-04	0.237	0.606
XM_014205641.1	Transmembrane protein 181, transcript variant X1	1.061	3.58E-05	4.582	9.641
XM_014176665.1	Uncharacterized LOC106588004	1.095	7.95E-05	1.626	3.606
XM_014126943.1	E3 ubiquitin-protein ligase NEDD4-like, transcript variant X4	1.02	1.12E-05	0.677	1.462
XM_014171405.1	Myosin regulatory light chain 2, ventricular/cardiac muscle isoform-like	1.006	1.11E-05	0.76	1.484
XM_014177327.1	Retinoic acid receptor RXR-beta-A, transcript variant X15	1.108	2.23E-04	0.67	1.45
XR_001319380.1	Uncharacterized LOC106563995	1.147	3.61E-04	1.049	2.501
XM_014171986.1	Anthrax toxin receptor 1-like, transcript variant X2	1.027	5.61E-05	1.187	2.49
XM_014140667.1	Peroxiredoxin, transcript variant X1	1.094	3.05E-04	0.748	1.619
NA	tRNA-Met	1.023	3.57E-04	1.903	4.085
XM_014147553.1	leucine rich repeat containing 23, transcript variant X2	1.007	2.77E-04	1.777	3.506

### Functional classification of DEGs

The gene annotation tool BLAST2GO (Götz et al., 2008), was used to annotate identified DEGs. 

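Table S2 lists 889 genes, each tied to the files by its gene ID, and 727 of them carry a protein-coding Genbank entry. Over the 10 libraries, the median count of the 889 genes was 31, and 554 had fewer than 50 counts in all. No count was found in any old library for 289 of them. The filter on low counts left out 680 (76.5%) of the 889 genes and 209 were tested. All 209 had a negative log2 fold change in edgeR's quasi-likelihood test, and 178 passed the DEG thresholds. Among the protein-coding entries 168 were tested and 143 passed. Without the filter, 494 genes of the whole set had higher levels in young erythrocytes at the same thresholds.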

The input list for the transcripts with higher levels in young erythrocytes contained 742 IDs (Table S2) and for 478 IDs GO annotation terms were found (Figures 2A–C). Eleven terms belonged to the biological process group (Figure 2A), 6 GO terms to the cellular component group (Figure 2C) and 5 GO terms to the molecular function group (Figure 2B). The largest three subcategories in the biological group were cellular processes (209 IDs), metabolic processes (151 IDs) and single-organism processes (138 IDs). In the molecular function category 140 IDs were associated with ion binding, and in cellular component category, 4 enriched GO terms were found: intracellular (200 IDs), intracellular part (167 IDs), membrane-bounded organelle (105 IDs) and intracellular organelle (191 IDs) were enriched terms in the cellular component.

**Figure 2:**
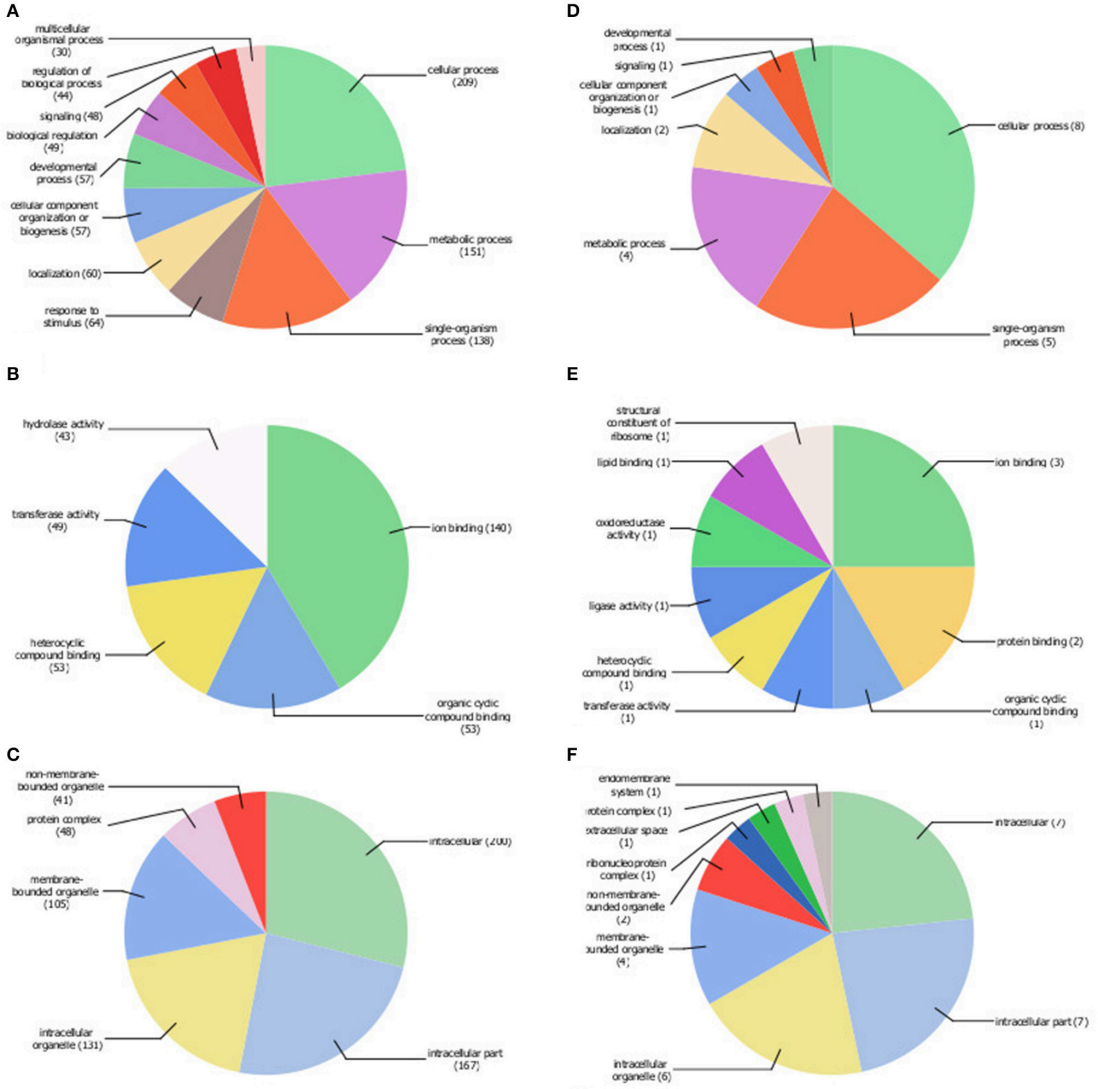
Gene ontology (GO) terms associated with young **(A–C)** and old **(D–F)** erythrocyte age classes. Pie charts were generated at level 2 for biological process **(A,D)**, and level 3 for molecular function **(B,E)** and cellular component **(C,F)** by Blast2GO using 742 transcripts with higher levels in young erythrocytes (Table S2; pie charts **A–C**) and 34 transcripts with higher levels in old erythrocytes (Table 2; pie charts **D–F)** as input.

The input list of the transcripts with higher levels in old erythrocytes contained 34 IDs (Table 2), for 18 IDs a total of 25 Gene ontology (GO) annotation terms were identified where 7 were within biological process (Figure 2D), and 9 each in cellular component (Figure 2F) and molecular function (Figure 2E). For 16 IDs no GO terms could be found. GO terms were enriched for cellular process (8 IDs), single-organism process (5 IDs) and metabolic process (4 IDs) in the biological process category. In the metabolic function category, no enriched GO terms were found and with each of the GO terms 1–3 IDs were associated. Intracellular components (7 IDs), membrane-bounded organelle (4 IDs) and intracellular organelle (6 IDs) were enriched terms in the cellular component.

### Expression differences between young and old erythrocyte fractions in relation to the original erythrocyte sample

We selected eight genes whose products have important functions in fish erythrocytes for a comparison of expression levels between young and old erythrocyte fractions with the original erythrocyte sample with qPCR. Raw data were first normalized to the expression levels of β*-actin*, and then related to the values of the original erythrocyte sample and finally log_2_ transformed. The levels of expression of the genes are shown in Figure 3. The statistical analyses between young, old and original erythrocyte samples revealed four genes with significant differences: *gbx* (*p* = 0.0408), β_3*b*_*-ar* (*p* = 0.0111), *gapdh* (*p* = 0.0150), and *hsp70* (*p* = 0.007). When only young and old erythrocyte fractions were compared, three of the genes remained significantly different: β_3*b*_*-ar* (*p* = 0.0159), *gapdh* (*p* = 0.0253), and *hsp70* (*p* = 0.0351; Figure 3).

**Figure 3:**
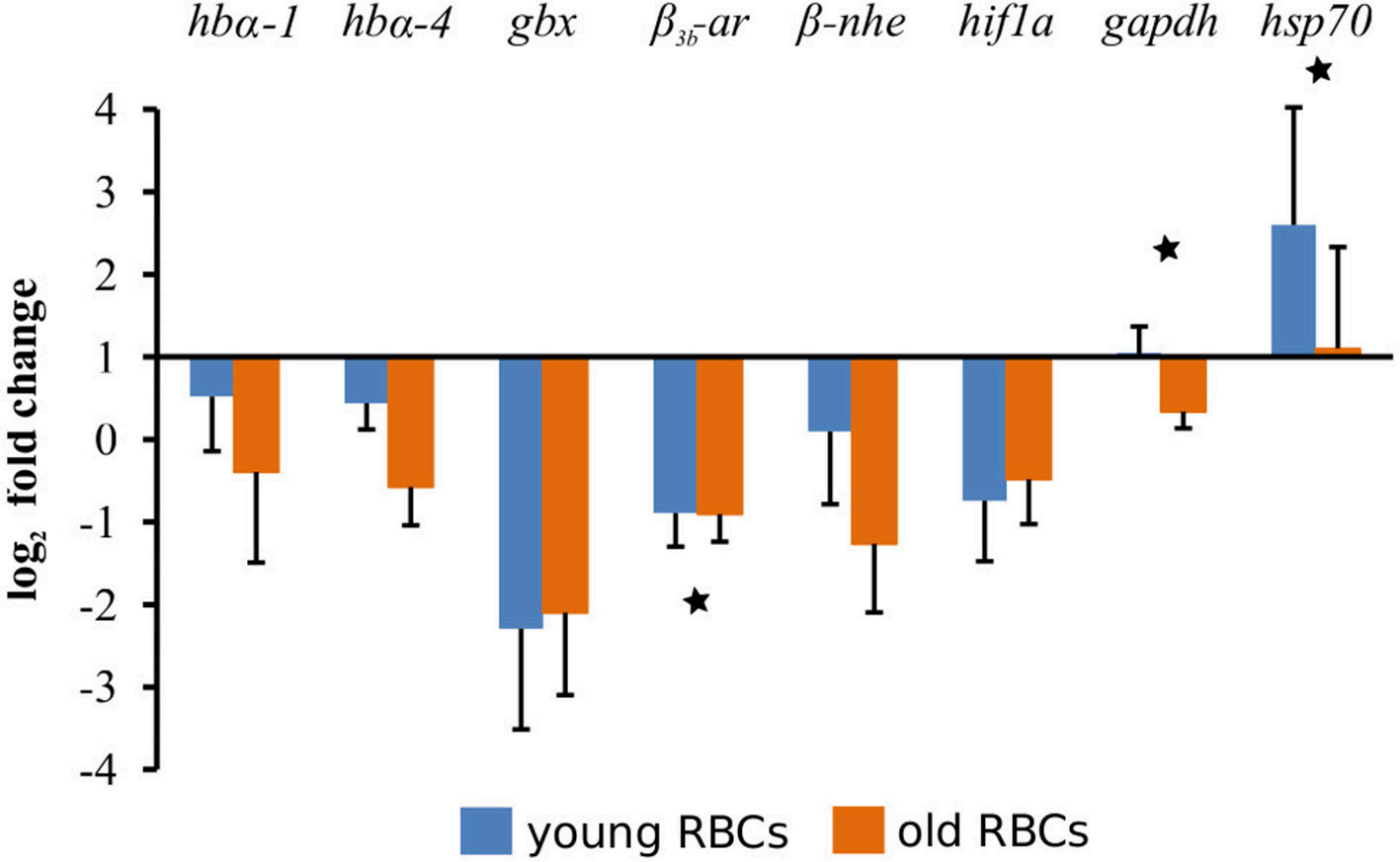
Comparative gene expression levels between young and old erythrocytes (RBCs). Expression of eight target genes was normalized to β*-actin* as a reference gene and then related to the expression of the respective gene in the original erythrocyte sample taken before the fractionation procedure. Gene abbreviations are *hb*α*-1, hemoglobin* α*-1*; *hb*α*-4, hemoglobin* α*-4*; *gbx, globin x1*; β_3*b*_*-ar*, β_3*b*_*-adrenergic receptor*; β*-nhe*, β*-Na*^+^*/H*^+^*-exchanger*; *hif1a, hypoxia inducible factor 1a*; *gapdh, glyceraldehyde-3-phosphate dehydrogenase*; *hsp70, inducible heat shock protein 70 kDa*. Statistically significant differences between means of young and old erythrocyte fractions is shown by ^*^p < *0.05*.

## Discussion

In fish, circulating erythrocytes are a population of different age classes, and their proportion changes with season and as a result of environmental stress (Härdig and Hoglund, 1984; Lewis et al., 2012). Maturation of fish erythrocytes in the circulation is associated with marked changes in many aspects of their physiology. We analyzed these changes on the transcriptomic level in young and old erythrocytes in order to get insights into the yet unknown pathways involved in aging. Changes in cellular transcript levels are the result of a number of tightly controlled processes, such as alteration of transcription rate, transcript stability, or mRNA degradation, and the importance of each of these regulatory steps for the observed changes in transcript levels is not yet known (Götting and Nikinmaa, 2017). Measuring cellular steady-state levels as done by RNA-seq does not take into account alterations in either of these processes (Hayles et al., 2010). Thus, we avoid the terms “up- and downregulated” for changes in transcript levels throughout the manuscript, as it is not known if any of the steps is regulated or just changes.

Our results revealed that aging in fish erythrocytes is accompanied by a decrease in transcript levels of a number of genes. 

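Of the 623 genes with an adjusted p below 0.01 in edgeR's quasi-likelihood test, without a fold change cut, 467 were lower and 156 higher in old erythrocytes. The fold change threshold left 196 lower and 14 higher. Expressed as the median over the DEGs lower in old erythrocytes, the log2 ratio within a fish was -1.672 in fish 3, -1.314 in fish 4, -1.237 in fish 5 and -1.802 in fish 6, but -0.524 in fish 2. All these values are relative to the other transcripts of the same library, because TMM normalization sets the typical gene to no change. With library totals in place of TMM factors in the same fit, an alternative chosen after seeing the data, 126 DEGs were lower and 82 higher in old erythrocytes. With the 15 most abundant genes removed as well, also chosen after seeing the data, 167 were lower and 21 higher. The paper concludes from its results that aging of fish erythrocytes goes along with falling transcript levels for a number of genes.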

It was shown earlier that the rate of transcription and the cellular RNA content decreases during maturation of nucleated non-mammalian erythrocytes (Grasso et al., 1977; Wiersma and Cox, 1985; Lund et al., 2000). High transcriptional and translational activity is required in young, immature erythrocyte because they gradually undergo changes in cell shape, membrane rigidity and other properties until maturation (e.g., Lecklin et al., 2000; Tavares-Dias, 2006). In contrast, in old, mature erythrocytes the need for gene transcription and protein synthesis is much lower and the necessary machinery, such as ribosomes is very low (Lane et al., 1982; Phillips et al., 2000). 

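The 210 DEGs of the edgeR fit were 1.38% of the 15175 genes tested, 0.65% of the 32283 genes with a count and 0.41% of the 51226 annotated genes. Of the 210 genes, 192 are listed in Table S2 or Table 2 and 18 in neither. When the fold change of 2 was put into the test itself rather than applied to the estimate, 25 genes passed. At an adjusted p below 0.05 without a fold change cut, 1524 passed. The paper sets its number of DEGs against all unigenes and describes the proportion of DEGs as small.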

A total of 51,226 unigenes could be identified in the present study but we found only 930 (1.8%) DEGs. 

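Euclidean distances on log2 CPM (prior count 2) over the 15175 tested genes averaged 92.82 ± 6.71 (SD, 10 pairs) between young libraries, from 83.48 to 101.25, and 82.71 ± 9.34 (SD, 10 pairs) between old libraries, from 69.81 to 99.31. The ranges overlap. The ratio of the means was 1.122. In an exact permutation test that exchanged the age labels within fish (32 patterns) the p was 0.06, the smallest it can give. The young library had the larger mean distance to its age class in every fish, for example 94.54 against 81.19 in fish 2 and 97.85 against 91.5 in fish 3. On the DEGs of the edgeR fit alone the ratio was 1.309 (exact permutation test, p = 0.1875), and on the 500 most variable genes it was 1.051. The heat map shows the paper's own DEGs, a larger set. Counts thinned to the smallest library gave 1.087, no longer at the smallest p (exact permutation test, p = 0.1875). Leaving out each fish in turn gave 1.073 to 1.164. From the heat map, the paper concludes that gene expression is more variable between young than between old samples.

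**Figure D3:**
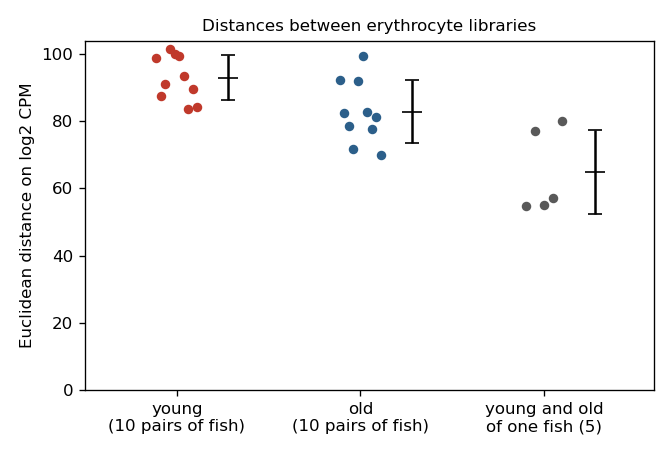
Euclidean distance on log2 CPM (vertical axis) between the young libraries of 10 pairs of fish, the old libraries of 10 pairs of fish, and the young and old library of each of 5 fish. Points are pairs, bars show mean and SD. Means are 92.82 for young, 82.71 for old and 64.84 within a fish.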

Most of the DEGs (95.6%) had significantly decreased levels in old erythrocytes and the overall gene expression is much more variable between young erythrocyte samples than between old erythrocyte samples, which appear more homogeneous (Figure 1). The higher transcriptional variability in young erythrocytes is associated with their more active roles in various physiological processes such as in the perception of external stimuli, adaptation and the immune response compared to the terminally differentiated, mature erythrocyte (Lecklin et al., 2000; Koldkjaer et al., 2004; Morera et al., 2011).

The most abundant transcripts in terms of number and expression level belonged to hemoglobin (Hb). 

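The hemoglobin genes made up 7 of the 15 most abundant genes, 2 for alpha and 5 for beta subunits. The hemoglobin gene with the highest counts was the alpha-like XM_014204292.1, with 3.344 ± 1.001% (SD, n = 5) of the counts on genes in young and 1.434 ± 0.2698% (SD, n = 5) in old erythrocytes. The beta-like XM_014186643.1 (NW_012355087.1 from 2350 to 3238, plus strand) had 2.336 ± 0.7426% and 1.331 ± 0.5848%, and the beta-like XM_014204291.1 had 1.905 ± 0.6315% and 1.181 ± 0.2107% (SD, n = 5 each). As a single feature, the uncharacterized LOC106601081 had a higher mean share over all libraries (3.314%) than any single hemoglobin gene (2.389% for XM_014204292.1). Near-identical copies lose the reads they share in the counting, so the shares of single hemoglobin genes are uncertain. The paper counts the hemoglobin transcripts as the most abundant by number and by level.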

Fish exhibit a remarkable multiplicity of Hbs with different functional properties, such as differences in O_2_-affinity and sensitivity to allosteric regulators, which provide an important molecular strategy for adapting to a changing environment (Weber, 1990). 

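The supplementary and main tables name 14 features as hemoglobin subunits, and 13 had enough counts to be tested. All 13 had negative log2 fold changes, from -1.706 to -0.707, and 8 were lower in the old fraction of all 5 fish. Past the DEG thresholds were 10 of the 13. The alpha-4 gene XM_014192981.1 (NC_027302.1 from 63668429 to 63669330, plus strand) had 1673 ± 918 CPM (SD, n = 5) in young and 520.4 ± 129 (SD, n = 5) in old erythrocytes, a log2 fold change of -1.572 (standard error 0.201, adjusted p = 0.000144 from edgeR's quasi-likelihood test). Among the most abundant, the alpha-like XM_014204292.1 had -1.453 (standard error 0.278, adjusted p = 0.00343 from the same test) and the beta-1-like XM_014203987.1 had -1.602 (standard error 0.274, adjusted p = 0.00153 from the same test). The 3 tested genes that did not pass were beta subunits. NM_001279018.1 had -0.707 (adjusted p = 0.0183), XM_014204291.1 had -0.905 (adjusted p = 0.024) and XM_014186643.1 had -1.158 (adjusted p = 0.0178), all from the same edgeR test. Whether these 3 differ from the other hemoglobin genes was not tested. With each fish left out in turn, between 4 and 12 hemoglobin genes passed. The paper separates the hemoglobin subunit transcripts into those that decrease with age and those that stay level.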

During aging some hemoglobin subunit transcripts decrease significantly, while others remain at the same level. It has been reported earlier that Hb accumulates in erythrocytes during maturation and older erythrocytes are tightly packed with Hb (Bastos et al., 1977; Clark, 1988). Older erythrocytes thus serve merely as oxygen transporters. Even if the overall *hb* transcript levels are decreased in older erythrocytes, a long transcript half-life and a high stability of Hb protein ensures adequate synthesis for required function throughout the lifespan in the circulation.

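Summed over the 7 abundant hemoglobin genes, the share of counts in the young fraction was 3.33 times that in the old fraction in fish 3, 2.05 times in fish 4, 1.85 times in fish 5 and 2.22 times in fish 6, and 0.98 times in fish 2. These are shares of the mRNA sequenced from each fraction, and the amount of mRNA per cell is not in the files analysed here. Hemoglobin genes remained among the most abundant in old erythrocytes, with 2.2 ± 0.38% (SD, n = 5) of counts on genes for alpha and 3.58 ± 0.84% (SD, n = 5) for beta. Without fish 2 the differences between young and old shares were 3.073 percentage points for alpha and 3.859 for beta. The paper reasons that a long half-life of the transcripts and a stable protein keep synthesis adequate despite lower transcript levels.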

Surprisingly, our study revealed that for two of the 15 most abundant transcripts in the samples the products and thus the function is not known. 

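Among the 15 features with the values of Table 1, the files and Table S2 give no product for 3, LOC106601081 (XR_001327939.1), the pseudogene and LOC106607374 (XR_001329185.1), whose values Table 1 prints under another name. LOC106601081 and the pseudogene lie beside hemoglobin genes on NC_027302.1, and LOC106607374 lies beside them on NC_027305.1. The annotated span of LOC106601081, from 63653656 to 63673010 on the minus strand, contains the alpha-like gene XM_014192983.1 (63666263 to 63667198), which is on the same strand, and the alpha-4 gene XM_014192981.1 (63668429 to 63669330), which is on the other. Within fish, the log2 ratio of old to young CPM of LOC106601081 was -0.175 in fish 2, -2.072 in fish 3, -1.58 in fish 4, -1.324 in fish 5 and -1.923 in fish 6. For the alpha-like XM_014192983.1, the ratios were -0.057, -1.892, -1.033, -0.926 and -1.375. Over all libraries LOC106601081 had a log2 fold change of -1.464, which was -1.768 at its lowest when a fish was left out. The paper takes the lack of a known product as showing that the function of these abundant transcripts is open.

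**Figure D4:**
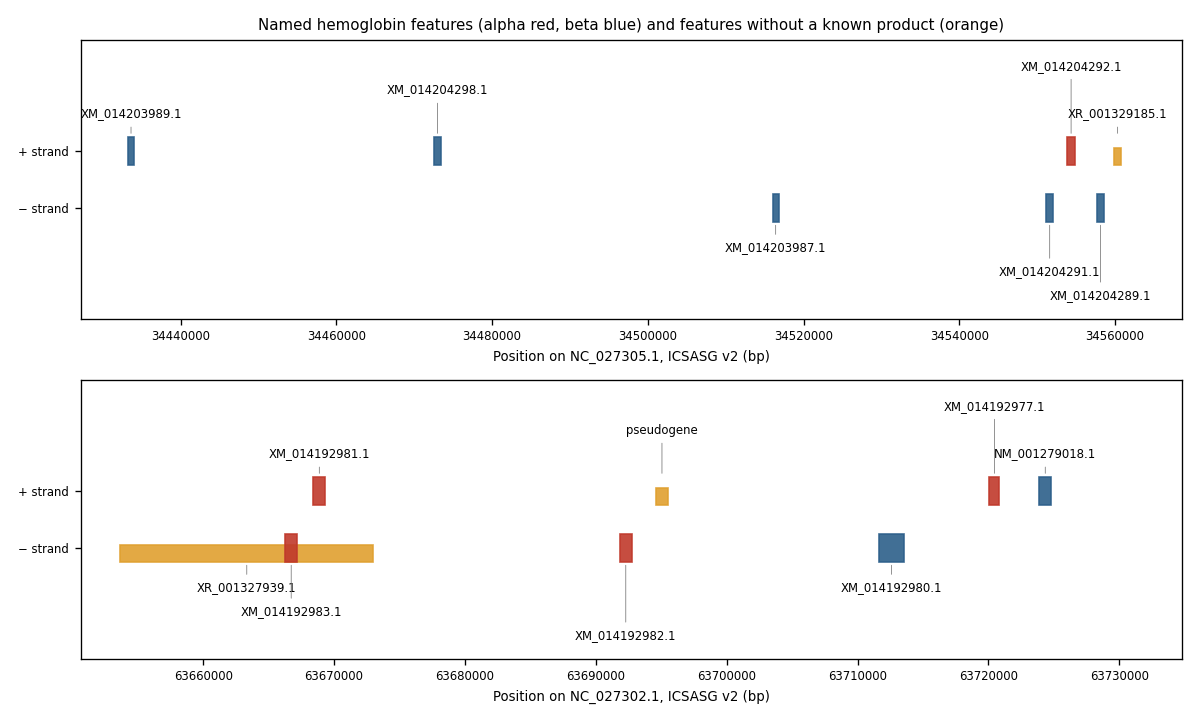
Positions (base pairs, horizontal axes) on NC_027305.1 and NC_027302.1 of ICSASG v2 of the features named as hemoglobin alpha (red) and beta (blue) and of features without a known product (orange), drawn on their strand over the annotated span. LOC106601081 (XR_001327939.1) spans the alpha-like gene XM_014192983.1 on the minus strand, and the pseudogene lies between hemoglobin genes.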

A blast search revealed a total of 7 transcript variants for the locus LOC106601081, and a blastx search using the unknown protein product of transcript variant 1 (XM_014192985) as query, found no hits. Further studies are required to identify and characterize the function of this transcript.

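The feature with the values of the pseudogene in Table 1 (NC_027302.1 from 63694616 to 63695490, plus strand, 3 exons with 541 bp in all) lies between the alpha gene XM_014192982.1 (63691835 to 63692740, minus strand) and the beta-1-like gene XM_014192980.1 (63711614 to 63713567, minus strand). It had 30880 ± 12650 CPM (SD, n = 5) in young and 10680 ± 2178 (SD, n = 5) in old erythrocytes, lower in old in 5 of 5 fish. Its log2 ratio within a fish was -0.19 in fish 2, -1.909 in fish 3, -1.427 in fish 4, -1.576 in fish 5 and -1.984 in fish 6. The log2 fold change of -1.467 ranged from -1.768 to -1.308 when each fish was left out.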

The second unknown abundant transcript is a pseudogene. A number of pseudogenes (*N* = 1993) were found to be present in the erythrocyte samples but more than half of them were only little expressed. Pseudogene transcripts are very often non-functional copies of real genes which have lost some or all of their functionality by accumulating mutations that disable, e.g., translation. Although several studies discussed the existence of pseuogenes in various organisms, another source of pseudogenes is the read alignment step during RNA-seq data analysis (Tonner et al., 2012).

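TBC1 domain family member 15-like (XM_014201444.1, NC_027304.1 from 66858120 to 66863389, minus strand) had 2575 ± 491.4 CPM (SD, n = 5) in young and 3490 ± 687.6 (SD, n = 5) in old erythrocytes. It was higher in the old fraction of 5 of 5 fish, with a log2 fold change of 0.399 that missed the threshold (standard error 0.132, adjusted p = 0.0667 from edgeR's quasi-likelihood test). N-terminal EF-hand calcium-binding protein 1-like (XM_014146046.1, NC_027314.1 from 69176563 to 69190483, minus strand) had the higher level of the 3 genes, 13510 ± 3409 and 10470 ± 1424 CPM (SD, n = 5 each). Its log2 fold change was -0.377 (standard error 0.189, adjusted p = 0.239 from the same test), within the spread between fish. Stathmin-3-like (XM_014168090.1, NC_027321.1 from 48816984 to 48841319, minus strand) had 1479 ± 1612 and 2427 ± 2932 CPM (SD, n = 5 each), with most of the spread from fish 3. It was higher in old in 5 of 5 fish, with a log2 fold change of 0.527 (standard error 0.128, adjusted p = 0.0153 from the same test). In the edgeR fit without a filter, the adjusted p of TBC1 domain family member 15-like was 0.00122. The calcium-binding protein gene had 0.0169 and stathmin-3-like 8.89e-06 in that fit. All 3 changes stayed below the fold change threshold there. The standard errors of that fit were 0.105, 0.102 and 0.107 in the same order, nearly alike, while the main fit gave 0.132, 0.189 and 0.128. Its smaller p-values may understate the variation between fish and are not stronger evidence.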

Other abundant transcripts have functions in the intracellular protein transport and GTPase activation (TBC1 domain family member 15), calcium ion binding (N-terminal EF-hand calcium-binding protein) or the cytoplasmic microtubule organization (Stathmin-3). Furthermore, highly abundant transcripts of the serine protease 27, responsible for proteolysis, and of the ribosomal RNA small subunit methyltransferase NEP1, involved in methylation, were found. 

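Serine protease 27-like (XM_014212639.1, NC_027300.1 from 97101686 to 97185675, minus strand) had 2456 to 29030 counts per library. Levels were 1621 ± 1341 CPM (SD, n = 5) in young and 2328 ± 1902 (SD, n = 5) in old erythrocytes. They were higher in the old fraction of 5 of 5 fish, with a log2 fold change of 0.466 (standard error 0.129, adjusted p = 0.03 from edgeR's quasi-likelihood test), which is below the fold change threshold. NEP1-like (XM_014152620.1, NC_027301.1 from 8909276 to 8915313, plus strand) had 3503 ± 1307 CPM in young and 3318 ± 1215 in old erythrocytes (SD, n = 5 each). No change was detected, with a log2 fold change of -0.103 (standard error 0.141, adjusted p = 0.714 from the same test). The sign of that small change depended on the normalization, as the MA-plot test on pooled counts gave 0.279.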

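The feature that Table S2 names EBV-induced G-protein coupled receptor 2 (NM_001140225.1) lies on NC_027320.1 from 2338612 to 2344582, minus strand. It had 2, 5, 19, 1 and 8 counts in the young and 1, 0, 1, 1 and 3 counts in the old fractions of fish 2 to 6. With 41 counts in all it ranked at 18562 among the annotated genes, and its mean share of the counts on genes was 0.000107%. The mean of its length-normalized values (RPKM) fell by 88.3% from young to old erythrocytes, and CPM were lower in the old fraction of 5 of 5 fish. It had too few counts for the main test. In the edgeR fit without a filter, the log2 fold change was -2.936 (standard error 0.711, adjusted p = 0.00124 from the quasi-likelihood test). That fit may understate the variation between fish, since it gave LOC106601081 a standard error of 0.103 against 0.277 in the main fit. The mean, SD, minimum and maximum that Table 1 prints for this name were found for another feature, which Table S2 names uncharacterized LOC106607374 (XR_001329185.1, NC_027305.1 from 34559846 to 34560795, plus strand). That feature had 24590 ± 9512 CPM (SD, n = 5) in young and 10390 ± 3610 (SD, n = 5) in old erythrocytes. Its log2 fold change was -1.289 (standard error 0.281, adjusted p = 0.00792 from edgeR's quasi-likelihood test with the filter), lower in old in 4 of 5 fish, and its mean RPKM fell by 57.7%. From the fall of the receptor transcripts, the paper proposes that signaling through such receptors and the adaptive immune response are reduced in old erythrocytes.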

Among the genes with abundant levels only the transcripts of genes encoding EBV-induced G-protein coupled receptor 2 are significantly reduced by 88% in old erythrocytes, suggesting an impairment of the G-protein coupled receptor signaling pathway and a massively reduced adaptive immune response in old erythrocytes. An earlier study revealed already that nucleated erythrocytes play an active role in the immune response (Morera et al., 2011), but according to our results this is probably mostly restricted to young erythrocytes.

Age-dependent decreases in transcript levels of proteins involved in many molecular pathways were found in the present study (Figure 4). In particular genes whose products have functions in ion binding and DNA-binding or in signaling and membrane transport have significantly reduced transcript levels in old erythrocytes. 

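The 5 largest falls among DEGs that changed the same way in all 5 fish include 3 genes with a known product. The protein wntless homolog (XM_014139891.1, NC_027313.1 from 11642847 to 11667116, plus strand) had 170 counts over the young and 5 over the old libraries, a log2 fold change of -5.35 (standard error 0.434, adjusted p = 2.8e-06 from edgeR's quasi-likelihood test). Aquaporin-5-like (XM_014192781.1, NC_027302.1 from 54788043 to 54802207, minus strand) had 114 and 4 counts, a log2 fold change of -5.206 (standard error 0.557, adjusted p = 3.69e-05 from the same test). A probable G-protein coupled receptor (XM_014205934.1, NC_027305.1 from 75999694 to 76017574, plus strand) had 125 and 10 counts, a log2 fold change of -4.288 (standard error 0.479, adjusted p = 5.45e-05 from the same test). The uncharacterized LOC106566337 (XM_014134260.1) had 305 and 17 counts and a log2 fold change of -4.672. With each fish left out in turn, the value of the receptor moved most, to -5.287. The paper groups such genes by their Gene Ontology terms and concludes that ion and DNA binding, signaling and membrane transport are affected in old erythrocytes.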

Several enzyme classes (e.g., kinases, oxidoreductases, peptidases) seem to be affected as well. Earlier studies found that mRNA levels of carbonic anhydrase and Cl^−^/HCO_3_-exchanger (AE1) decrease with age (Lund et al., 2000), and also enzyme activity levels of carbonic anhydrase, citrate synthase, cytochrome oxidase and lactate dehydrogenase in rainbow trout RBCs (Lund et al., 2000; Phillips et al., 2000) are lower.

**Figure 4:**
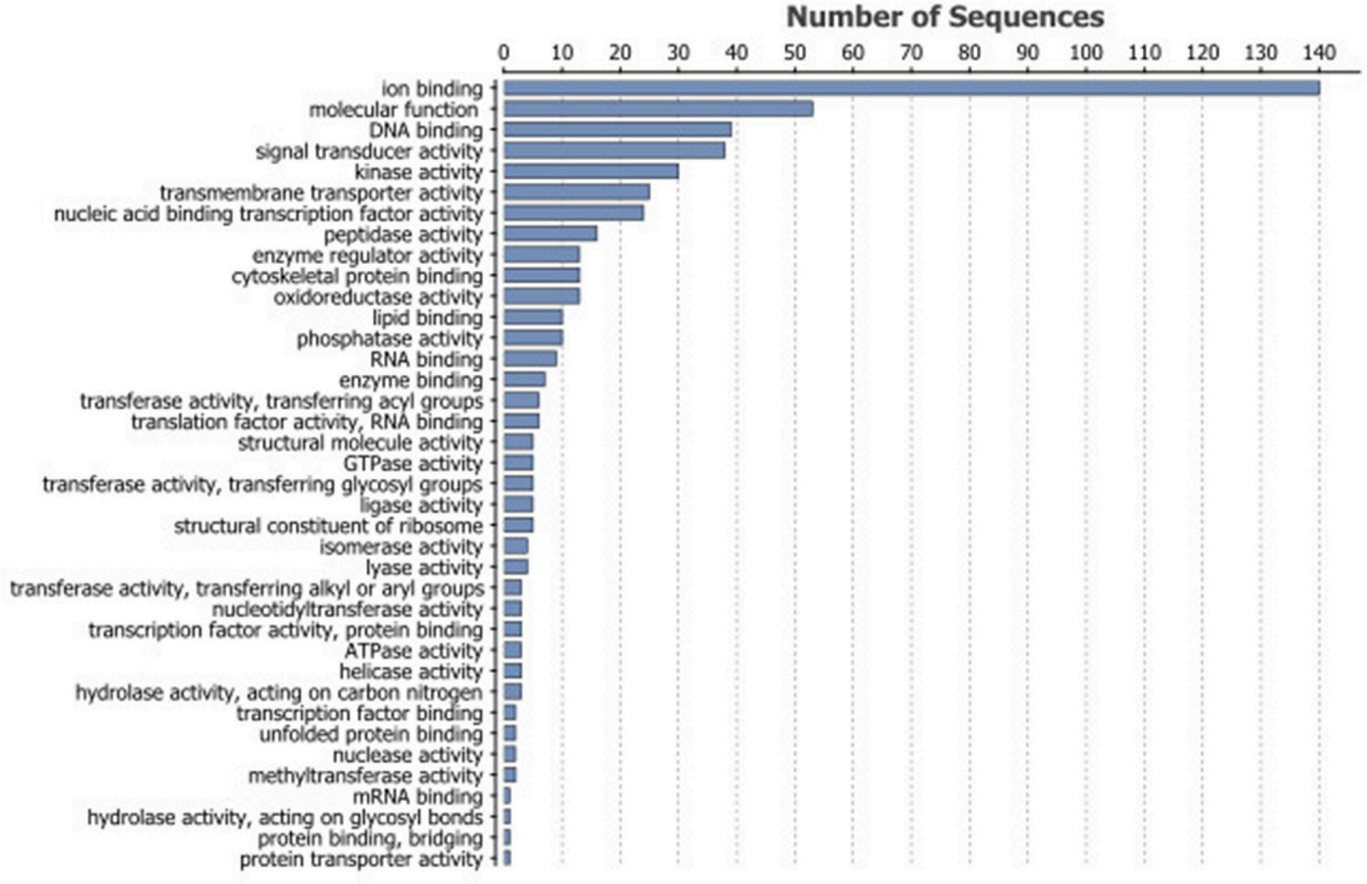
Most frequent GO terms associated with the 742 DEGs with lower transcript levels in old erythrocytes.

Only a small proportion of the DEGs (*N* = 41; 4.4%) showed higher levels in old erythrocytes. 

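In edgeR's quasi-likelihood test, 14 of the 210 DEGs had higher levels in old erythrocytes, and all 14 are listed in Table 2. Of the 41 genes of Table 2, each tied to the files by its printed values, 25 had enough counts to be tested and 16 were left out by the filter. All 25 had positive log2 fold changes. Other settings gave from 0 genes higher in old, when the fold change of 2 was part of the test or the block was left out, to 508 at an adjusted p below 0.05 without a fold change cut. Leaving out each fish in turn gave 6 to 21.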

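Of the 41 genes in Table 2, 34 carry a protein-coding Genbank entry, and 13 of these passed the DEG thresholds in edgeR's quasi-likelihood test. The printed product is uncharacterized for 6 of the 41 genes. Among the 13 that passed was the retinal degeneration 3-like XM_014189649.1, with 7383 counts over the young and 26061 over the old libraries. With each fish left out, its log2 fold change lay between 1.296 and 1.496.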

Among them, 34 are protein-coding and only for three the products are currently not known, although their log_2_-fold changes are comparably high. Two of the three genes with the highest log_2_-fold changes are integral components of the membrane. Currently little is known about the transmembrane protein 215 (XM_014194795) and its function. 

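The counts of transmembrane protein 215 (XM_014194795.1) were 0 in each young library and between 1 and 5 in each old library, which is 0.6656 ± 0.385 CPM (SD, n = 5) in old erythrocytes. Its share in old libraries was at or near the 3 counts taken as the smallest detectable number, so absence from young erythrocytes cannot be told from a level below detection at this depth. The log2 fold change in the edgeR fit without a filter was 4.608 (standard error 1.716, adjusted p = 0.0852), with the direction the same in 5 of 5 fish. Limma-voom without a filter, chosen after seeing the data, gave 2.048 with an adjusted p of 0.00254.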

It is conserved among vertebrate species and is expressed in mouse bipolar cells (Park et al., 2017). An attractive speculation is, because of the increase of its transcription in old cells, that it is involved in the age-dependent removal of cells from circulation. For the corin, serine peptidase (XM_014206310; Table 1) the blastx search against the NR database revealed a hit of the atrial natriuretic peptide-converting enzyme of *Oreochromis niloticus*, which is involved in proteolysis and serine-type endopeptidase activity. For the cancer susceptibility candidate 1, transcript variant X2 (XM_014153053) no blastx hits and thus no annotations were found. For almost half of the DEGs with higher levels in old erythrocytes (*N* = 16; 47%) no GO terms could be retrieved from the databases revealing the gaps in knowledge for non-mammalian non-model organisms.

Using quantitative real-time PCR we analyzed the changes of eight genes, which have important functions in fish erythrocytes, in young and old fractions and compared them to the original erythrocyte sample. Four transcripts (β_3*b*_*-ar, gapdh, gbx*, and *hsp70*) had significantly different levels between the young, old and the original sample. When only young and old fractions were compared, three transcripts were found to be significantly different (β_3*b*_*-ar, gapdh*, and *hsp70*; Figure 3), which are not among the DEGs in the RNA-seq results (Table S2). This is due to the different statistical cutoffs applied for the RNA-seq data (FDR adjusted *p*-value, see Materials and Methods section) vs. a significance level of p < 0.05 used in the qPCR. When using the not-adjusted *T*-test *p*-value for the RNA-seq data, β_3*b*_*-ar* and *gapdh* also have significant different levels in young and old fractions (*p* = 0.02 and *p* = 0.03, respectively), while *hsp70* remained non-significant (*p* = 0.05). The other transcripts (*hb*α*-1, hb*α*-4, hif1a*, and β*-nhe*) studied showed the same results as the RNA-seq data and were not different between age class fractions.

The higher β_3*b*_*-ar* transcript levels in young fractions and the decrease with age is in accordance with earlier reported results and explains why the response of older, mature erythrocytes to external stimuli such as catecholamines is impaired (Cossins and Richardson, 1985; Lecklin et al., 2000). β_3*b*_*-ar* transcript levels in rainbow trout vary with season, showing high levels in summer (May to October) and low levels in winter (December to May) (Koldkjaer et al., 2004). Although β_3*b*_*-ar* mRNA was not compared between young and old erythrocyte fractions by Koldkjaer et al. (2004), the observed increase in mRNA can be mainly attributed to the increased proportion of young erythrocytes in the in spring.

Older erythrocytes have a lower ability to produce stress proteins during the recovery period after heat shock (Lund et al., 2000). 

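Table S2 lists 1 heat shock 70 kDa protein-like gene (XM_014204094.1, NC_027305.1 from 38084370 to 38087808, plus strand). Whether the qPCR primers amplify this gene is not known from the files. It had 3, 6, 13, 2 and 9 counts in the young and 0, 3, 1, 2 and 4 counts in the old fractions of fish 2 to 6. CPM values were 2.236 ± 1.612 (SD, n = 5) in young and 0.382 ± 0.2695 (SD, n = 5) in old erythrocytes, lower in old in 5 of 5 fish. The gene had too few counts for the main test. In the edgeR fit without a filter the log2 fold change was -2.406 (standard error 0.636, adjusted p = 0.00423 from the quasi-likelihood test). That fit may understate the variation between fish, as its small standard errors for abundant genes show, so this p-value calls for care. From the qPCR and RNA-seq levels together, the paper concludes that heat shock protein 70 kDa transcripts are higher in young erythrocytes.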

We found significantly higher transcript levels for the heat shock protein 70 kDa in young erythrocytes in both qPCR and RNA-seq data, but transcript levels of HSF-1 and Hsc71 were unaffected by cell age. This is in contrast to earlier study reporting lower transcript levels for the heat shock cognate 71 kDa (Hsc71) and the heat shock factor (HSF) in old erythrocytes compared to younger ones (Lund et al., 2000).

## Conclusion

The mechanisms and characteristics which finally promote the removal of erythrocytes from the circulation and their destruction are still not known in fish. 

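DEGs made up 1.38% of the genes tested with edgeR's quasi-likelihood test, and 1524 genes (1016 lower and 508 higher in old erythrocytes) had an adjusted p below 0.05 at any fold change. The number of DEGs rose to 346 when fish 2, which had the smallest change in 68.6% of the DEGs, was left out, and fell to 105 without fish 6. From the small proportion of DEGs, the paper proposes that even subtle changes in gene expression affect many molecular functions and the fate of the cell.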

We found only a small proportion of DEGs between young and old fractions suggesting that even rather subtle changes in gene expression can have significant impact on a wide variety of molecular functions and the cell fate. The diversity of transcripts found in both erythrocyte age classes implies that the physiological roles of nucleated erythrocytes go far beyond the already known functions in oxygen transport and immune response. Hence, our data provide a rich resource for future investigations on the regulation of aging in fish and in particular fish erythrocytes and help to uncover additional physiological functions.

## Data deposition

The RNA-seq data have been deposited at the NCBI Gene Expression Omnibus (GEO) with the accession number GSE106570.

## Author contributions

MG and MN: conceived the study and wrote the paper; MG: performed the experiments and analyzed the data.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptomic Analysis of Young and Old Erythrocytes of Fish
**Source:** Front Physiol. 2017 Dec 12;8:1046. doi: 10.3389/fphys.2017.01046
**Supplement:** Table S1 — Primers used in qPCR.

**Table S1. Primers used in qPCR.**

| Gene | Gene symbol | Primer for (5'-3')  Primer rev (5'-3') | Amplicon size (bp) | Efficiency | Genbank accession |
| --- | --- | --- | --- | --- | --- |
| *β-actin* | *β-actin* | TCAACCCCAAAGCCAACAGG  AGAGGCGTACAGGGACAACA | 107 | 2.00 | NM_001124235 |
| *hemoglobin α -1* | *hbα-1* | GTCTGACAGCAAAGGACAAATCT  CTCAGCACCGACGACATCT | 80 | 1.95 | NM_001124551 |
| *hemoglobin α -4* | *hbα-4* | AGGACAAAGCTAACGTGAAGGC  AGACTACGAGCATCCTGGAAAGA | 93 | 2.03 | XM_021557875 |
| *globin x1* | *gbx1* | ACAACGCCCCACCCAAATAC  TCCATGCCTCCTCAAGCTCA | 105 | 2.00 | Götting & Nikinmaa (2017) |
| *β-Na^+^/H^+^-exchanger* | *β-nhe* | AGGAGTTGAGGGTGTCTGTGG  TTCACGTAGGTCTTGTTGAAGCG | 80 | 2.00 | M94581 |
| *β_3b_-adrenergic receptor* | *β_3b_-ar* | TCGTGTGGCTATGAGGAAGACT  TGCCTGCTGTGACTTTATGACC | 121 | 1.95 | NM_001124452 |
| *hypoxia inducible factor 1a* | *hif1a* | CAGCCCCAGTGTGTTGTGTG  GCCTCATATCCTCCGTCTGCT | 94 | 2.00 | AF304864 |
| *glyceraldehyde-3-phosphate dehydrogenase* | *gapdh* | CCTGGTATGACAATGAGTTTGG GCATGTACAGCAACAGGTCAG | 60 | 1.99 | XM_021596797 |
| *inducible heat shock protein 70 kDa* | *hsp70* | TGGGCTGAATGTGCTGAGGA  CGTTGCGTTCCCTGGACTTG | 89 | 1.94 | AB062281 |

How the deposited data were processed for this re-analysis (not part of the article)

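RNA was sequenced from young and old erythrocytes of 5 rainbow trout. Both fractions of each fish came from the same blood sample, separated by density, which gave 10 libraries and 20 count tables, 1 for each of the 2 lanes of a library. Samples were grouped by the age class and the fish number in the labels. The authors deposited raw counts. They trimmed the reads, aligned them with TopHat to the Atlantic salmon genome ICSASG v2, and counted them with featureCounts (version 1.5.1) on exons summed per gene of the NCBI annotation, on the strand of the library, without counting reads that aligned to several places or overlapped several genes. Each table has 51226 genes, identified by number, with coordinates and summed exon length. No annotation with gene names was used, so names came from the paper's tables. The rows of Table S2 carry the gene numbers. The 15 rows of Table 1 were tied to genes by the mean, SD, minimum and maximum of their share, and the 41 rows of Table 2 by their log2 fold change and RPKM, in both cases after the values had been seen. Of the Table 1 matches, 7 have no other support in the tables, and 1 contradicts the name in Table S2.

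The 2 lanes of a library were compared by a chi-square statistic over genes with at least 10 counts in the pair of files and then added. Counts on genes ranged from 2366579 to 6047315 per library. With a floor of 3 counts, the smallest share a library can show was between 4.96e-05% and 0.000127%, and 95% Wilson confidence intervals were computed for the share in each library. Differential expression was tested in R 4.3.3 with edgeR 4.0.16 (glmQLFit and glmQLFTest), after filterByExpr by age class (minimum count 10, minimum total count 15) and TMM normalization, with fish as a block. A gene was a DEG at a Benjamini-Hochberg adjusted p below 0.01 and an absolute log2 fold change above 1, and the paired design follows the paper's methods. Standard errors of log2 fold changes were computed as the absolute log2 fold change over the square root of the F statistic. Shares, library sizes and variability were compared with exact permutation tests over the 32 sign patterns of 5 pairs, whose smallest p is 0.06. CPM are counts scaled by TMM-normalized library size. Distances and principal components used log2 CPM with a prior count of 2. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 was used for the other steps.

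Simulated data were used first to check edgeR, limma-voom, DESeq2 and the MA-plot test. In 3 sets of counts drawn from the real means with 200 genes changed 4 times, edgeR recovered 93.3% of the changed genes, limma-voom 93.3%, DESeq2 92.7% and the MA-plot test 93.3%, and between 0% and 1.6% of the called genes were false. Each simulated fish shifted both of its fractions alike, and the changed genes were drawn at random, equally up and down. Changes that differ between fish and a fall of the abundant genes were thus not simulated, nor were fits without a filter. Faults of a method under those conditions, the MA-plot test included, could not show. The genes named in the text were set by rule before the processed files arrived: each gene the paper names in its text or Table 1, those with the 3 highest and 5 lowest log2 fold changes it discusses, all where a table ties the name to a feature, and the 5 genes with the largest positive and the 5 with the largest negative log2 fold change among DEGs that changed the same way in all 5 fish. The features named as hemoglobin subunits and the highest row of Table 2 were also reported.

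Alternatives were DESeq2's size factors, the DESeq2 1.42.0 Wald test, limma 3.58.1 with voom, an MA-plot test with a random sampling model on pooled counts written after the description of DEGseq, a fit with no replicate block, other filters, each lane alone, lanes as separate samples, a test against a fold change of 2, other thresholds, removal of the most abundant genes, thinning to the smallest library and leaving out each fish. Limma-voom on all genes without a filter, library totals without TMM factors, and library totals with the most abundant genes removed were added after the data had been seen. Several fits were compared with the log2 fold changes of Table S2 before the first of these was chosen, and the adjusted p-values of the paper's tables were not obtained with any of them. The qPCR experiment, the Gene Ontology analysis and the number of pseudogenes were not analysed here, since the files hold neither qPCR values nor gene types.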

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

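In 76 groups of 5 libraries, the gap of the most extreme library to its nearest neighbour was divided by the range of the group, and 6 exceeded 0.71. Chance alone would flag 3.8 of 76 groups, so the number of flags by itself is no evidence of unusual samples. Of the 6 flags, 5 concern fish 3, and 4 of these are a pair of genes that are high in both of its fractions and are not independent of each other.

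Stathmin-3-like (XM_014168090.1) reached 4321 CPM in the young fraction of fish 3, with the next fish at 1187, and 7579 in the old fraction, with the next at 2024. Serine protease 27-like (XM_014212639.1) reached 4000 in the young fraction, with the next fish at 1242, and 5614 in the old fraction, with the next at 2345. The share of both genes in the old fraction of fish 3 was 1.372% in each lane, a ratio of 1.0, so one of the 2 lanes is not the source. The prediction that a difference of this fish from the others, in both fractions, would put its young fraction first as well was written after the result was seen, and fish 3 had rank 1 among the young fractions for both genes. A variant of the fish against the salmon reference, and other cells in its blood, may also raise such counts and were not tested. The age class does not explain the pattern because both fractions share it, and no biological explanation was tested beyond that.

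The share of the hemoglobin alpha genes in the old fraction of fish 3 was 1.536%, with the next fish at 2.257% and the highest at 2.495%. The ratio of the shares in its lanes was 1.004, which leaves no room for a lane effect, as the agreement of the lanes over all genes had already shown. With stathmin-3-like and serine protease 27-like removed from the totals, the gap was still 0.746 of the range, above the limit of 0.71, so the counts taken by these genes are not the source. Since those genes held only 1.372% of the counts, they could hardly have changed the share. Reads shared between hemoglobin copies and lost in counting may differ between fish and were not tested, so the pattern cannot be told apart from that explanation.

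Aquaporin-5-like (XM_014192781.1) had its lowest young value in fish 2, 2.52 CPM, with the next fish at 7.477 and the highest at 9.174. The value rests on 10 counts. Fish 2 also stood out elsewhere: its shares of the 15 most abundant genes were nearly equal in both fractions, and all 7 abundant hemoglobin genes changed least in this fish. A candidate explanation is a weaker separation of the young and old fractions of fish 2. If so, this fish would have the smallest change in more than 40% of the DEGs, a mark set after the pattern in the hemoglobin genes had been seen. Fish 2 had the smallest change in 68.6% of the DEGs, against 2.4% to 14.8% in the other fish. Among the DEGs higher in old erythrocytes, the median log2 ratio of fish 2 was 1.425, no smaller than in most fish, which a weaker separation alone would not give. A fish with fewer very young erythrocytes would show the same shortage of young transcripts after a complete separation, so the biological and the technical explanation remain, and hemoglobin concentrations of the single fractions are not in the files analysed here.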

How the results depend on the processing

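Shares of abundant genes kept their direction under every alternative. The differences of 10.619 percentage points for the 15 genes, 2.517 for the alpha and 3.007 for the beta hemoglobin genes passed 0.05 only with no replicate block, where 252 arrangements allow smaller p-values than 32 sign patterns. The variability ratio stayed above 1. Its exact permutation p of 0.06 is the smallest that 32 sign patterns allow, so that test could not pass 0.05 under any alternative. The p stayed at 0.06 with a smaller prior count, 1 minus Spearman correlation and DESeq2's size factors. It rose to 0.1875 with thinned counts and to 0.5 on the 500 most variable genes. With no replicate block it was 0.1746. The ratio of library sizes stayed above 0 on the log2 scale, with every exact p above 0.05. The choices named as alternatives were set before the processed files arrived, apart from limma-voom without a filter, library totals, library totals with the most abundant genes removed, and the leave-one-out values of the number of genes with a count.

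The number of DEGs (210; 196 higher in young, 14 in old; 10 hemoglobin genes lower in old) depended most on the block. With no replicate block it was 1 (1 higher in young, 0 in old, 0 hemoglobin genes), since differences between fish then count as error. The test against a fold change of 2 gave 25 DEGs (25, 0 and 0 hemoglobin genes), and adjusted p below 0.05 with no fold change cut gave 1524 (1016 and 508). No filter beyond 1 count gave 527 (494 and 33), limma-voom without a filter 942 (904 and 38), and at least 10 counts in every library 126 (120 and 6): these settings differ in how many genes with few counts enter the fit. The edgeR fit without a filter also gave abundant genes smaller standard errors, for example 0.103 against 0.277 in the main fit for LOC106601081. Its 527 DEGs may therefore not come from the added genes alone. The MA-plot test gave 330 DEGs with 185 higher in old, as it uses library totals and no variation between fish. Library totals without TMM factors gave 126 higher in young and 82 in old, since a fall in the share of abundant genes could then raise the level of all other genes. Lane 1 alone gave 9 DEGs higher in old. With the most abundant genes removed, 6 of 6 hemoglobin genes left in the test passed, both with TMM factors and with library totals.

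Across the 5 fits that each left out a fish, DEGs numbered from 105 to 346, those higher in young from 99 to 325, those higher in old from 6 to 21, and hemoglobin genes lower in old from 4 to 12. The highest numbers came without fish 2. Fewer pairs raise the p-values, and removing the fish with the smallest change lowers them. Other settings left these counts within 1.5 times the main ones.

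Mean Spearman correlations moved with the genes entered. For young libraries they were 0.915 with all features and 0.9118 with lanes as separate samples. For old libraries they were 0.9303 with all features, 0.9351 with the filterByExpr genes, 0.9321 with lanes as separate samples and 0.9341 with thinned counts. Ties in rank among genes without counts and noise from shallower counts may contribute, but neither was tested as a cause. The number of genes with a count fell to 15175 for the filterByExpr genes. The log2 fold change of XM_014152620.1 (NEP1-like), -0.103 in the main fit, reversed to 0.279 in the MA-plot test and 0.155 with library totals. For single genes, 502 other rows were unchanged, 99 weaker and 15 stronger, and 23 of the weaker rows came with no replicate block. The depth limits genes with few counts: 680 of the 889 genes of Table S2 could not be tested after the filter.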

Differences from the paper's values

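The edgeR fit gave 210 DEGs against the paper's 930, with 196 against the paper's 889 higher in young and 14 against the paper's 41 higher in old erythrocytes. For the total, none of the alternatives set before the files arrived closed the gap. For the genes higher in young, the looser threshold (adjusted p below 0.05 and no fold change cut) gave 1016, within 1.5 times the paper's 889. For the genes higher in old, the fit with no filter beyond 1 count gave 33, within 1.5 times the paper's 41. Limma-voom on all genes without a filter gave 942, 904 and 38 and came within 1.5 times of all the paper's numbers, and it was chosen after seeing the values.

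A count in at least 1 library was found for 32283 genes, against the paper's 51226 unigenes, which is the number of genes annotated in the tables. None of the alternatives set before the files arrived closed this gap. The mean Spearman correlation was 0.9246 between young libraries, against the paper's 0.910, and 0.9411 between old libraries, against the paper's 0.927. The paper states no error for these means, so the SD over pairs found here (0.0052 young, 0.0046 old) was the yardstick. With all features the values were 0.915 and 0.9303, each less than 1 SD from the paper's. With lanes as separate samples the young mean of 0.9118 was also less than 1 SD away, and the old mean of 0.9321 was not. The other alternatives left both means more than 1 SD away.

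The feature that Table S2 names EBV-induced G-protein coupled receptor 2 had a mean share of 0.000107% of the counts, against the paper's 1.67% in Table 1. No alternative was run for this share. The log2 fold change of XM_014134260.1 was -4.672 against the paper's -4.357. That of XR_001320373.1 was -9.068 against the paper's -6.489, and that of XM_014139891.1 was -5.35 against the paper's -4.718. XR_001320373.1 had 0 counts in every old library. Its value depends on how 0 counts are treated, so its gap is not evidence of a different fall. For XM_014134260.1, the alternatives set before the files arrived that closed the gap were limma-voom (-4.324), the MA-plot test (-4.466), no replicate block (-4.627), no filter beyond 1 count (-4.621), lane 1 alone (-4.237), and the fits without fish 3 (-4.517) and without fish 6 (-4.432). For XR_001320373.1 only limma-voom (-6.597) did, and for XM_014139891.1 limma-voom (-4.765) and the fit without fish 6 (-4.86). The others that gave a value did not. Limma-voom on all genes without a filter, chosen after seeing the values, gave -4.357, -6.489 and -4.718 in the same order. Library totals without TMM factors, also chosen after seeing the values, closed the gap for XM_014134260.1 (-4.328) and XM_014139891.1 (-5.034). Library totals with the most abundant genes removed, chosen after seeing the values, closed it for XM_014134260.1 (-4.571).

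The paper states that the receptor above is the only abundant gene with significantly reduced transcripts. In the edgeR fit, LOC106601081 (log2 fold change -1.464, adjusted p = 0.00311), the pseudogene (-1.467, adjusted p = 0.00184) and the alpha-like XM_014204292.1 (-1.453, adjusted p = 0.00343), among others of Table 1, were lower as well. Each of these named features remained a DEG in only 1 of the 5 fits that left out a fish. LOC106601081 also missed the threshold in the DESeq2 Wald test (adjusted p = 0.139). The paper states that hemoglobin alpha transcripts measured by qPCR, alpha-4 among them, did not differ in the RNA-seq data either. The features named alpha-4, XM_014192981.1 and XM_014192977.1, had log2 fold changes of -1.572 (adjusted p = 0.000144) and -1.165 (adjusted p = 0.000235) in the edgeR fit, but whether the primers target them is not known. The paper names transmembrane protein 215, cancer susceptibility candidate 1 and corin as the genes with the highest log2 fold changes. In the limma-voom fit without a filter, chosen after seeing the values, a tRNA-Thr feature had 2.061 and transmembrane protein 215 had 2.048. In the edgeR fit the highest among DEGs was XM_014127483.1 with 1.721. The paper sums the hemoglobin beta share to 4.56% of reads, and the 5 beta genes of Table 1 summed to 5.08% here. The paper lists heat shock protein 70 kDa as different by qPCR and absent from the DEGs in one place and as higher in young erythrocytes in both data sets in another. The heat shock 70 kDa protein-like gene of Table S2 (XM_014204094.1) had too few counts for the main test, 33 in young and 10 in old libraries.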

Other observations

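The number of DEGs was set against other splits of the 10 libraries into 5 and 5, 100 of the 126 possible ones, each refitted with the fish block. As many DEGs as the 210 were found in 3 of the 100 splits, the real one included. As many DEGs in the larger direction were found in 5 of the 100, as many in the smaller direction in 1 of the 100, and as many hemoglobin genes in 3 of the 100. The 4 other splits that reached any of these counts divide 3 fish by age and put each of the other fish wholly on one side, where the block removes them, so they compare young with old in 3 fish and gave up to 234 DEGs. The side of an undivided fish does not matter to such a fit, so these 4 splits are only 2 separate fits. All remaining splits gave at most 5. Among them, the other splits that divide 3 fish by age gave only 0 or 1 DEGs. For the larger direction, the share of 5 in 100 is not below 0.05. In another test, the age labels were exchanged within fish. Only 1 of the 16 exchanges, the real labels, gave as many DEGs in the main fit, and likewise 1 of the 16 in limma-voom without a filter, where 16 exchanges cannot give a share under 0.05. In the main fit the other exchanges gave at most 5 DEGs. In limma-voom without a filter, exchanging all fish but fish 2 gave 725 DEGs and exchanging fish 5 alone gave 257, so that fit calls many genes even when a fish carries exchanged age labels.

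Most DEGs were higher in young erythrocytes, and this balance was tested against the processing. Library size is an unlikely source, since 94.0% of the DEGs were still higher in young with every library thinned to the smallest. After the 15 most abundant genes were removed, 92.1% were higher in young, but that fit used TMM factors, which already limit the weight of such genes. With library totals in place of TMM factors, 60.6% of the DEGs were higher in young, below the 75% set as the mark before that fit was run, though after the MA-plot test on totals had shown another balance. TMM normalization therefore remains an explanation for how one-sided the DEGs are. Fewer of the DEGs are higher in young with library totals than with TMM factors, and a candidate explanation for that is a few abundant genes. The mark for it, 75% or more with the 15 genes removed and library totals used, was set before that fit, and 88.8% were higher in young. The choice of normalization may thus matter mainly through these genes. TMM factors were 0.7997 to 1.1539, lowest in the young fractions of fish 6 and fish 3. Neither choice is known to be right, because the amount of mRNA per cell is not in the files analysed here. Under library totals, 7 hemoglobin genes were still lower in old erythrocytes and past the thresholds. A biological fall of many transcripts remains possible, and its extent cannot be told apart from the effect of normalization.

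The paper lists more DEGs than the main fit. A candidate explanation, written after several fits had been compared, is that genes with few counts were kept in the fit. Limma-voom on all annotated genes gave 942 DEGs, while limma-voom after the filter gave 213. The log2 fold changes of the former fit differed from those printed in Table S2 by at most 0.0004998 over all 889 genes. The adjusted p-values of the table were not obtained. Of the 889 genes, 554 had fewer than 50 counts over the 10 libraries. The 257 DEGs found with fish 5 exchanged are a reason to treat genes called by this fit with care.

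Table 1 lists EBV-induced G-protein coupled receptor 2 among the most abundant genes. The largest count in any library of the feature that Table S2 pairs with this name was 19, while the smallest count of a Table 1 gene in any library was 1865. A likely explanation is that the name and the values belong to different features, because the printed values were found for LOC106607374 (XR_001329185.1). The prediction was written after the mismatch had been seen. The fall of 88.3% in mean RPKM belongs to the feature with 41 counts in all, and LOC106607374, which lies beside the hemoglobin gene XM_014204289.1 on NC_027305.1, fell by 57.7%. Both pieces of the statement on the receptor can thus be found in the files, but for different features. Which name is right for the abundant feature could not be checked without an annotation.

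The abundant features without a known product fall with the hemoglobin genes. LOC106601081, the pseudogene and LOC106607374 all lie among hemoglobin genes, and reads from hemoglobin genes at the same loci, such as trout transcripts aligned to a neighbouring copy of the salmon genome, were considered. After the ratios had been seen, at least 12 of the 15 within-fish ratios were required to lie in the range of the abundant hemoglobin genes of that fish. Only 10 of the 15 did, against 4 of the 25 ratios of the other abundant genes, so the mark was not met. The features move more like hemoglobin genes than the other abundant genes do, but this test does not tie them to hemoglobin reads. Nor does the missed mark argue against such reads, since another hemoglobin gene could also lie outside a range set by 7 genes. In fish 2, for example, LOC106601081 had -0.175, just outside the lowest hemoglobin ratio of -0.164 (XM_014203987.1). Sequence comparison, which needs the genome, was not analysed here.

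Young samples were more variable than old samples, with a distance ratio of 1.122. By the mark set before the test, library size is not the whole source, as the ratio was 1.087 at equal depth and kept more than the required part of its excess over 1. The support was weaker there, with an exact p of 0.1875, so a part played by library size is not excluded. One fish whose young fraction resembles its old fraction is not the whole source either, since the ratio without fish 2 was 1.095 (exact p of 0.125). Leaving out fish 6 lowered the ratio further, to 1.073 (exact p of 0.25). These values are all smaller than the main ratio, whose exact p of 0.06 is the smallest that 5 pairs allow. A difference in maturity among young fractions is a hypothesis that may explain the rest, and a difference in how cleanly the light fraction was cut is another. Neither was tested.

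Transcripts of white blood cell markers are higher in young erythrocytes. White blood cells in the light fraction may contribute to this. The 8 markers were searched by product among the genes of Table S2, so their direction was fixed by that choice and is no evidence. After the result in the other genes had been seen, fish 2, in which the hemoglobin share is alike in both fractions (0.98 times), was taken as the test. Its pooled marker CPM were 1.81 times as high in the young as in the old fraction, below the 2 times set as the mark for contamination but above the ratio set as the mark against it. The pattern cannot be told apart from contamination. The other fish had ratios from 2.24 to 3.45. Nearly all marker counts, 34431, came from the gene named macrophage expressed 1 (XM_014172502.1), so the pool is close to a single gene.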
